# HIF-1 regulates pathogenic cytotoxic T cells in lupus skin disease

**DOI:** 10.1172/jci.insight.166076

**Published:** 2023-08-22

**Authors:** Alicia J. Little, Ping-Min Chen, Matthew D. Vesely, Rahanna N. Khan, Jacob Fiedler, James Garritano, Fahrisa I. Maisha, Jennifer M. McNiff, Joe Craft

**Keywords:** Autoimmunity, Dermatology, Autoimmune diseases, Lupus, T cells

## Abstract

Cutaneous lupus erythematosus (CLE) is a disfiguring autoimmune skin disease characterized by an inflammatory infiltrate rich in T cells, which are strongly implicated in tissue damage. How these cells adapt to the skin environment and promote tissue inflammation and damage is not known. In lupus nephritis, we previously identified an inflammatory gene program in kidney-infiltrating T cells that is dependent on HIF-1, a transcription factor critical for the cellular and developmental response to hypoxia as well as inflammation-associated signals. In our present studies using a mouse model of lupus skin disease, we find that skin-infiltrating CD4^+^ and CD8^+^ T cells also express high levels of HIF-1. Skin-infiltrating T cells demonstrated a strong cytotoxic signature at the transcript and protein levels, and HIF-1 inhibition abrogated skin and systemic diseases in association with decreased T cell cytotoxic activity. We also demonstrate in human CLE tissue that the T cell–rich inflammatory infiltrate exhibited increased amounts of HIF-1 and a cytotoxic signature. Granzyme B–expressing T cells were concentrated at sites of skin tissue damage in CLE, suggesting relevance of this pathway to human disease.

## Introduction

Skin and kidney are among the most frequent targets of organ damage in systemic lupus erythematosus (SLE), and the pathological features include autoantibody deposition and subsequent T cell–mediated tissue injury (1, 2). The changes in environment experienced by T cells as they transition from systemic circulation to local injured tissue likely shape the phenotype and function of T cells upon infiltration into the organ and affect the extent of damage. Indeed, skin-infiltrating myeloid cells from patients with SLE appear to experience such a transition upon migration into the skin, upregulating chemokines and IFN-responsive genes that may result in DC activation and promote local inflammation (3). Similarly, we have demonstrated that oxygen tension deteriorates locally in lupus nephritis, and the subsequent upregulation of the transcription factor HIF-1 dictates the phenotype of kidney-infiltrating T cells and their promotion of tissue damage (4). Blocking HIF-1 by either genetic modification or pharmacological blockade dramatically reduced infiltrating T cell numbers and reversed kidney damage. However, whether HIF-1 plays a role in the development of tissue damage in other organ systems affected in SLE remains unknown.

Cutaneous lupus erythematosus (CLE) may occur as isolated skin disease or may develop in the setting of SLE (5). Similar to the inflammatory infiltrate of lupus nephritis, the CLE inflammatory infiltrate is predominantly composed of T cells (6). It is possible that phenotypic changes in skin-infiltrating T cells in CLE may also occur due to HIF-1 upregulation, but whether this occurs and, if so, how these changes contribute to disease pathogenesis are not known.

HIF-1 plays a critical role in the cellular and developmental responses to hypoxia, as well as in response to inflammation-associated signals including T cell, TLR, and cytokine signaling (7, 8). HIF-1 is a heterodimer composed of HIF-1α (tightly regulated at the transcript and protein levels) bound to HIF-1β (constitutively expressed). In T cells, HIF-1 enhances T cell effector function, including inflammatory cytokine and cytotoxic molecule production (4, 9, 10), and blocks terminal differentiation and exhaustion. HIF-1 also targets Foxp3 for degradation (11), decreasing Treg differentiation and enhancing Th17 development (11, 12).

Under physiological conditions, the oxygen tension in healthy human skin ranges from physiologic (10%, or 76 mmHg) to severely hypoxic (0.1%, or 0.76 mmHg), with the lowest oxygen tension found in the epidermis and portions of some hair follicles and sebaceous glands (13, 14). In CLE, cellular infiltrates are predominantly located in the dermis (6, 15), which contains the dermal vasculature. In healthy skin, this region has physiologic oxygen tension. However, the local oxygen tension in lesional CLE skin is not known, and local tissue damage and inflammation in CLE skin may create a relatively hypoxic microenvironment. In addition, HIF-1 can be upregulated in a hypoxia-independent manner. HIF-1 is accumulated in skin in response to UV light, mediated by mitochondrial ROS (mROS) (16), and HIF-1 is also upregulated in response to several stimuli associated with T cell activation and inflammation, such as T cell receptor, TLR, and cytokine signaling (7), suggesting multiple potential pathways by which HIF-1 might be upregulated in skin-infiltrating T cells.

Based on our prior studies identifying HIF-1 as a key factor for generating pathogenic T cells in lupus nephritis, we sought to determine whether HIF-1 plays a similar role in the development of murine cutaneous lupus-like skin disease (murine CLE). Tissue damage in skin and kidney may share similar mechanisms; however, there are differences in the tissue environments between skin and kidney, and there is apparent stochasticity in development of damage to different organ systems within patients with SLE. To address this knowledge gap and determine whether HIF-1 regulates effector function of skin-infiltrating T cells to cause tissue damage in CLE, we examined the phenotype and function of skin-infiltrating T cells in lesional murine CLE skin as compared with their peripheral T cell counterparts, and we determined the effect of HIF-1 inhibition on skin disease manifestations and skin-infiltrating T cell phenotype. To determine the applicability of our murine findings in the treatment of human disease, we evaluated skin biopsy specimens from patients with discoid lupus erythematosus (DLE), the most common subtype of CLE, for HIF-1 expression and T cell phenotype as compared with healthy human skin.

## Results

To examine phenotypes specific to skin-infiltrating T cells, we sorted CD4^+^ and CD8^+^ T cells from lesional dorsal skin of 20-week-old MRL/MpJ-*Fas^lpr^*/J (MRL/lpr) SLE-prone mice, separating the tissue-resident cells from circulating cells (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.166076DS1). We simultaneously sorted CD4^+^ and CD8^+^ T cells from the spleens of these same mice and performed bulk RNA-Seq, comparing skin-infiltrating T cells to their splenic counterparts (Figure 1A) to enable identification of transcriptional programs specifically upregulated in skin-infiltrating T cells from murine CLE skin.

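The bulk RNA-Seq data comprise 11 libraries of sorted T cells from 20-week-old MRL/lpr mice, a strain that lacks functional Fas and develops lupus-like disease. Skin-infiltrating CD4+, splenic CD4+ and splenic CD8+ T cells each had 3 libraries, from mice 1, 3 and 4. Skin-infiltrating CD8+ T cells had 2 libraries, one from mouse 1 and one from a pool of mice 2, 3 and 4. The libraries were made from full-length cDNA with a kit for very low RNA input and sequenced with paired ends. The authors aligned the reads to the mouse genome mm9 with STAR 2.5.3 and TopHat 2.1.0 and compared the groups with DESeq2. The authors' deposited table lists 21926 genes, each with a total of normalized counts over the libraries and, for 4 comparisons between groups, a fold change, a p-value and an adjusted p. It holds no values per library, so the reads behind each library are not given in the sources used here. The mean normalized count of each gene in each group was computed from its total and its fold changes. These means sum to 17297900 counts per library in skin CD4+, 16068600 in spleen CD4+, 16847300 in skin CD8+ and 18551700 in spleen CD8+ T cells. The SE of each log2 fold change was computed from its p-value, as was the spread between libraries that the authors' fit implies. That spread had a median coefficient of variation of 31.4% over the 11805 genes with a total above 500. Genes are called higher or lower at an adjusted p under 0.05 in the authors' deposited table, which tested 17219 genes between skin and spleen in CD4+ and 17645 in CD8+ T cells. Whether the change in CD8+ T cells differed from that in CD4+ T cells was tested per gene from both log2 fold changes and their SEs, with Benjamini-Hochberg adjustment over 17219 genes. No library enters both of these changes. Both draw on mice 1, 3 and 4, and the pooled skin CD8+ library also on mouse 2. The test treats the changes as independent and takes no account of the shared mice. Gene lists were tested against all other genes with limma's camera on preranked statistics, at a preset correlation of 0.01 between members, with adjustment over 34 lists in both cell types. A fold against a group with no count is given as a lower bound, with a floor of 3 counts over the group.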

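Skin-infiltrating T cells differed from their splenic counterparts in genes of tissue residency and of recirculation. *Cxcr6*, a chemokine receptor of resident T cells, had a mean normalized count of 33880.5 in skin against 5601 in spleen CD4+ T cells (6.05-fold) and of 31569 against 4605 in CD8+ T cells (6.86-fold). *Lef1*, a transcription factor of naive and recirculating T cells, had 621 in skin against 2039.7 in spleen CD4+ and 420.2 against 4571 in CD8+ T cells. The log2 fold changes of *Lef1* were -1.71 (SE 0.29) and -3.44 (SE 0.33). Of 31 residency genes, 19 were higher and 1 lower in skin CD4+, and 21 higher and 3 lower in skin CD8+ T cells, in the authors' deposited table. Adjusted over the list alone, these counts were 19 and 3 in CD4+ and 22 and 3 in CD8+ T cells. *Nr4a1*, a transcription factor induced by antigen receptor signaling, was 31.1-fold and 198-fold higher in skin CD4+ and CD8+ T cells. Immediate early genes and genes of stress during tissue digestion moved with it in the same comparisons (adjusted p = 9.13e-31 in CD4+ and 1.59e-12 in CD8+ T cells). *Cd69*, which counters exit from tissue, had a log2 fold change of 1.12 (SE 0.29) in CD4+ and of -1.19 (SE 0.32) in CD8+ T cells, a difference with adjusted p = 1.07e-05. The list test gave adjusted p = 3.48e-20 in CD4+ and 8.04e-17 in CD8+ T cells. Between the cell types it gave adjusted p = 0.0154, and 0.142 with a preset correlation of 0.05. Of 28 genes of lymphoid homing and recirculation, 3 were higher and 9 lower in skin CD4+, and 0 were higher and 18 lower in skin CD8+ T cells, in the authors' deposited table (5, 10, 0 and 19 adjusted over the list alone). *S1pr1*, the receptor that leads T cells out of tissue, had a log2 fold change of -1.33 (SE 0.24) in CD4+ and -4.00 (SE 0.26) in CD8+ T cells. The list test gave adjusted p = 0.00421 in CD4+ (0.0433 with a preset correlation of 0.05), 5.14e-16 in CD8+ T cells and 1.04e-14 for the difference between them. In spleen 14 of the 28 were lower and 0 higher in CD4+ than in CD8+ T cells, and in skin 2 were lower and 4 higher, in the authors' deposited table, while with a t distribution of 7 degrees of freedom 5 were lower in spleen and 0 differed in skin.

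Over all genes tested, 1810 were higher and 958 lower in skin than in spleen CD4+ T cells in the authors' deposited table, and 3362 were higher and 2576 lower in CD8+ T cells. Of these, 1548 and 627 in CD4+ and 3046 and 2024 in CD8+ T cells changed at least 2-fold. The tested genes had a median log2 fold change of 0.08 in CD4+ and 0.21 in CD8+ T cells. With fold changes centered on that median, 2820 genes were higher and 3271 lower in skin CD8+ T cells (46.3% higher, against 56.6% before), and 1625 higher and 1191 lower in skin CD4+ T cells. The lineage coreceptors separated the populations. *Cd4* had mean normalized counts of 18636 and 20890 in skin and spleen CD4+ T cells against 24.2 and 11.0 in skin and spleen CD8+ T cells. *Cd8a* had 9417 and 13835 in skin and spleen CD8+ T cells against 65.1 and 14.3 in skin and spleen CD4+ T cells. The largest rises included genes of keratinocytes and fibroblasts, the main cells of epidermis and dermis. *Krt14*, a keratin of basal keratinocytes, had no count in spleen and was at least 2942-fold higher in skin CD4+ and at least 2950.2-fold higher in skin CD8+ T cells. Of 22 keratinocyte markers, 21 were higher in each cell type (21 in each adjusted over the list alone) in the authors' deposited table, and 1 was lower in CD8+ T cells. With groups under the floor set to it, their median log2 fold changes were 6.97 and 8.20. *Col3a1*, a fibroblast collagen gene, had 908 counts in skin CD4+ and 2299.8 in skin CD8+ T cells and none in spleen. Markers of macrophages and dendritic cells took 2.41 of every 1000 normalized counts in skin CD4+, 1.30 in spleen CD4+, 9.56 in skin CD8+ and 0.487 in spleen CD8+ T cells. The 10 largest falls in each cell type were mostly immunoglobulin genes of plasma cells. They also held *Ngp*, a granule gene of neutrophil precursors, in both, *Jchain*, which joins secreted immunoglobulin chains, in CD4+ T cells, and *Car1*, a carbonic anhydrase of red cells, and *Gm36981*, a predicted gene, in CD8+ T cells. *Jchain* had 13131 counts in spleen and none in skin CD4+ T cells, and 6616 and 20.0 in spleen and skin CD8+ T cells. Markers of B cells and plasma cells took 0.903 per 1000 in spleen against 0.0831 in skin CD4+, and 0.568 against 0.178 in CD8+ T cells. The authors' p-values rest on a normal distribution; with a t distribution of 7 degrees of freedom, 656 genes passed in CD4+ and 2962 in CD8+ T cells, and *Cd69* had adjusted p = 0.0879 in CD4+ T cells. For the difference between the cell types 3 genes passed, *Tnfsf8*, *Emb* and *Scin*, so none of the differences given for single genes beside the paper's statements did.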

### Skin-infiltrating T cells show a dominant HIF-1 signature at the transcript and protein levels.

As compared with splenocytes, skin-infiltrating CD4^+^ and CD8^+^ T cells demonstrated significantly upregulated *Hif1a* transcript (Figure 1A, top row). In addition to the upregulation of *Hif1a* transcript, gene set enrichment analysis (GSEA) of skin-infiltrating T cells as compared with splenic T cells revealed a dominant HIF-1 signature, as determined by comparison with previously identified sets of genes that are upregulated in the setting of HIF-1 overexpression in CD4^+^ (17) or CD8^+^ T cells (9) (Figure 1, B and C). Thus, in skin-infiltrating CD4^+^ or CD8^+^ T cells from murine CLE skin, we found upregulation of both *HIF1a* transcripts and genes known to be activated by HIF-1 overexpression, as compared with splenic CD4^+^ or CD8^+^ T cells from the same animals.

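*Hif1a*, which encodes the oxygen-regulated subunit of HIF-1, was higher in skin than in spleen in both T cell populations. Its mean normalized count was 4783 in skin CD4+ (n = 3 libraries) and 1496 in spleen CD4+ T cells (n = 3), which is 3.20-fold. In CD8+ T cells it was 1529.9 in skin (n = 2) and 322 in spleen (n = 3), which is 4.75-fold. The log2 fold changes were 1.68 (SE 0.34) in CD4+ and 2.25 (SE 0.38) in CD8+ T cells. The authors' deposited table gives adjusted p = 1.95e-05 and 7.01e-08 for these changes. They differed by 0.57 (SE 0.51) on the log2 scale, with adjusted p = 0.626 for the difference. In each tissue the mean count of *Hif1a* was higher in CD4+ than in CD8+ T cells. In the authors' deposited table the log2 fold change of CD4+ against CD8+ was 2.21 in spleen (adjusted p = 6.87e-09) and 1.64 in skin (adjusted p = 9.07e-04), and with a t distribution of 7 degrees of freedom adjusted p was 0.0284 in spleen and 0.222 in skin. The gene lies on chromosome 12 of mm9 from 75002362 to 75048517. The spread between libraries implied for *Hif1a* was a coefficient of variation of 28.6%. Markers of other skin cells were higher in the same comparisons: those of keratinocytes, fibroblasts, endothelial cells, macrophages and dendritic cells together took 4.07 per 1000 normalized counts in skin CD4+ and 1.46 in spleen CD4+ T cells. In CD8+ T cells they took 11.9 in skin and 0.583 in spleen. Of 38 immediate early genes and genes of stress during tissue digestion, 26 were higher in skin CD4+ and 25 in skin CD8+ T cells, with 1 lower in each, in the authors' deposited table (30, 26, 2 and 1 adjusted over the list alone). *Atf3*, a stress-induced transcription factor, had mean normalized counts of 1261 in skin against 4.40 in spleen CD4+ T cells and of 1159 against 2.50 in CD8+ T cells.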

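Known HIF-1 targets outside glycolysis were higher in both skin-infiltrating populations. *Mxi1*, which encodes an antagonist of Myc, had a mean normalized count of 2166 in skin against 164 in spleen CD4+ T cells (13.2-fold) and of 4496 against 62.6 in CD8+ T cells (71.8-fold). Its log2 fold change was 3.73 (SE 0.40) in CD4+ and 6.17 (SE 0.46) in CD8+ T cells, and the difference of 2.44 had adjusted p = 0.00222. *Bhlhe40*, a transcription factor of activated and resident T cells, was 4.41-fold and 11.4-fold higher. Of 40 such targets tested, 12 were higher and 0 lower in skin CD4+, and 16 higher and 4 lower in skin CD8+ T cells, in the authors' deposited table. Adjusted over the list alone, 13 were higher in CD4+, and 18 higher and 4 lower in CD8+ T cells. *Ndrg1*, a hypoxia-induced stress gene, rose 5.00-fold and 3.00-fold, and *Errfi1*, a feedback inhibitor of EGF receptors, rose 6.52-fold and 11.7-fold. The 4 lower in CD8+ T cells were *Stc2*, with no count in skin and at least 78.7-fold lower, and *Mif*, *Rab20* and *Fam162a*, with log2 fold changes of -0.86, -0.64 and -0.85. The median log2 fold change of the list was 0.84 in CD4+ and 0.94 in CD8+ T cells (0.74 with groups under the floor set to it). Camera gave adjusted p = 3.24e-06 in CD4+ and 9.36e-04 in CD8+ T cells.

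Of 24 HIF-1 targets in glycolysis and glucose uptake, 6 were higher and 0 lower in skin CD4+, and 6 higher and 3 lower in skin CD8+ T cells, in the authors' deposited table. Adjusted over the list alone, 9 were higher in CD4+, and 6 higher and 3 lower in CD8+ T cells. *Hk2*, the inducible hexokinase, was 9.83-fold higher in skin CD4+ and 5.58-fold higher in skin CD8+ T cells. *Slc2a1*, the glucose transporter GLUT1, had a log2 fold change of 0.94 (SE 0.17) in CD4+ and 0.15 (SE 0.19) in CD8+ T cells, a difference with adjusted p = 0.0331. *Slc16a3*, a lactate exporter, had log2 fold changes of 0.98 (SE 0.38; adjusted p = 0.0560 in the authors' deposited table) and 3.44 (SE 0.43), a difference with adjusted p = 8.11e-04. Among the 3 that fell in skin CD8+ T cells was *Ldha*, which makes lactate from pyruvate, with a log2 fold change of -0.81 (SE 0.22) against 0.27 (SE 0.20) in CD4+ T cells. The others were *Pfkp*, a phosphofructokinase, and *Gys1*, a glycogen synthase. The glycolysis list had a median log2 fold change of 0.38 in CD4+ T cells, with adjusted p = 0.00839 from camera and 0.0596 with a preset correlation of 0.05. In CD8+ T cells its median was 0.32, with adjusted p = 0.331. Neither HIF-1 list differed between the cell types past the threshold (adjusted p = 0.433 for glycolysis and 0.876 for other targets). With a t distribution of 7 degrees of freedom, *Hk2* had adjusted p = 0.0669 in CD4+ and 0.0893 in CD8+, *Pfkl* 0.0901 and 0.0996, *Eno1* 0.111 in CD4+ and *Pkm* 0.176 in CD4+ T cells, and in CD8+ T cells *Pfkfb3* had 0.0597, *Pfkp* 0.0759, *Gys1* 0.114, *Rab20* 0.114 and *Fam162a* 0.118. With centered fold changes, *Pfkl* had adjusted p = 0.113 in CD8+ and *Pkm* 0.0749 in CD4+ T cells. The paper's gene sets from knockout T cells were not used here.

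**Figure D1:**
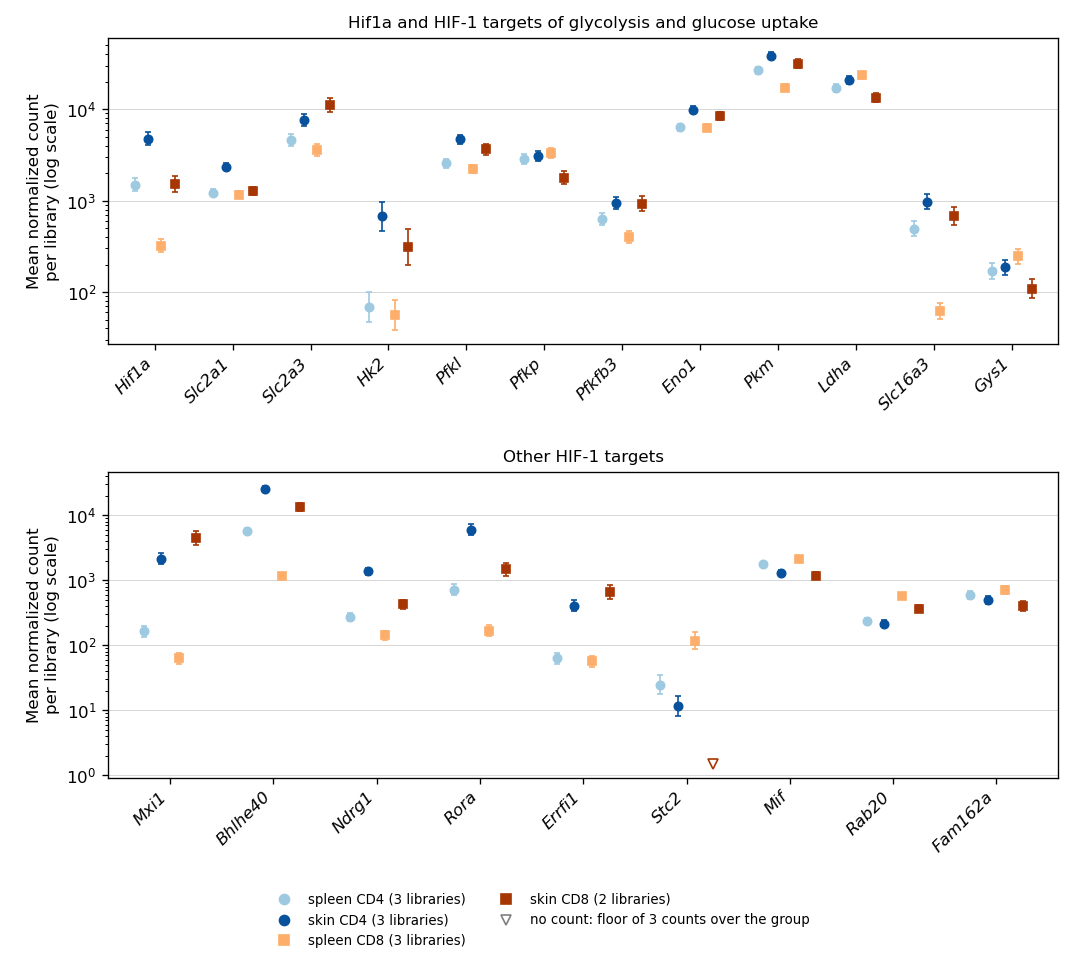
Mean normalized counts per library (log axis) of *Hif1a* and HIF-1 targets in skin and spleen CD4+ and CD8+ T cells, with bars of 1 SE of the mean on the log scale and an open triangle for a group with no count, drawn at the floor. *Mxi1* and *Bhlhe40* stand higher in skin than in spleen in both cell types, while *Ldha* is at 13411 in skin and 23477 in spleen CD8+ T cells.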

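The changes between skin and spleen were shared by many genes of CD4+ and CD8+ T cells. Of the 1810 genes higher in skin CD4+ T cells in the authors' deposited table, 1294 (71.5%) were also higher in skin CD8+ T cells, where independent lists would share 353. Of the 958 lower in skin CD4+ T cells, 568 (59.3%) were also lower in skin CD8+ T cells, where independent lists would share 143. Another 75 genes changed in opposite directions in the authors' deposited table. Markers of other cells and stress genes moved in both comparisons as well. In CD4+ and CD8+ T cells, 21 and 21 keratinocyte markers were higher and 0 and 1 lower. Of the stress genes, 26 and 25 were higher and 1 and 1 lower. Of the B cell and plasma cell markers, 7 and 7 were lower and 0 and 2 higher. How much of the overlap comes from such genes was not tested. HIF-1 targets with log2 fold changes above 1 in both included *Rora*, a nuclear receptor, at 3.08 (SE 0.39) and 3.13 (SE 0.44), and *Ero1l*, an oxidase of the endoplasmic reticulum, at 2.25 and 1.36. *Bnip3*, a gene of mitophagy, was at 1.45 and 1.60, and *Hilpda*, a gene of lipid droplets, at 2.02 and 1.11. *Egln3*, which encodes an oxygen sensor that marks HIF-1α for degradation, was at 1.93 (SE 0.55) in CD4+ and 1.48 (SE 0.65) in CD8+ T cells, a difference with adjusted p = 0.867. *Egln3* had adjusted p = 0.0628 in CD8+ T cells in the authors' deposited table. From its heatmap and its GSEA, the paper concludes that *Hif1a* transcripts and genes activated by HIF-1 overexpression are both upregulated in skin-infiltrating T cells relative to splenic T cells.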

The upregulation of HIF-1, as identified by RNA-Seq, was confirmed by flow cytometry. HIF-1α protein was more highly expressed in both CD4^+^ and CD8^+^ skin-infiltrating T cells than in their counterparts taken simultaneously from spleens of MRL/lpr mice (Figure 1, D and E). The presence of nuclear HIF-1α was verified by immunofluorescence (IF) staining in skin-infiltrating CD4^+^ and CD8^+^ T cells in lesional interscapular MRL/lpr skin (Figure 1, G and H, and Supplemental Figure 2, A–D). To determine if upregulation of HIF-1α in skin-infiltrating T cells resulted from local hypoxia, pimonidazole (Hypoxyprobe), which binds to thiol groups contained in proteins and peptides at oxygen tensions below 10 mmHg (18) and is used to identify moderate to severely hypoxic conditions (14), was injected into mice before sacrifice. Unlike what was observed in renal-infiltrating T cells (4), the local microenvironment of skin-infiltrating T cells was not demonstrably hypoxic when evaluated by staining for pimonidazole; the difference in pimonidazole staining between skin-infiltrating and splenic T cells was not significantly different (Figure 1F). Despite identification of hypoxic areas in the dermis of diseased skin as identified by pimonidazole staining (Supplemental Figure 3, A–C), a substantial amount of T cell infiltration was also seen in regions without increased pimonidazole staining (Supplemental Figure 3D), consistent with our flow cytometry findings (Figure 1F). These data demonstrate upregulation of HIF-1α in T cells in murine CLE skin, which may be the result of nonhypoxic mechanisms rather than the direct response to hypoxia. However, it is also possible that diseased skin experiences decreased oxygen tension, resulting in modest hypoxia (oxygen partial pressure of ~19 mmHg) (14) that is not detectable using pimonidazole, which requires extremely low oxygen tension (<10 mmHg O_2_) to form the stable thiol adducts that are detected (18).

### Skin-infiltrating T cells demonstrate a cytotoxic and Th17 phenotype.

RNA-Seq experiments identified that both skin-infiltrating CD4^+^ and CD8^+^ T cells from murine CLE possessed strong cytotoxic capacity with high *Fasl* and *Gzmb* expression (Figure 1A, labeled T_c_). In addition, skin CD4^+^ T cells demonstrated a strong Th17 transcriptional signature but not a Th1 phenotype (Figure 1A, labeled T_h_17 and T_h_1). These transcriptional results were further assessed by flow cytometric analyses, which confirmed T cell cytotoxic functionality and a dominant Th17 phenotype. 

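*Fasl* and *Gzmb* were higher in skin than in spleen in both T cell populations, with larger changes in CD8+ T cells. *Fasl* encodes the ligand of Fas, the receptor disrupted by the lpr mutation. Its mean normalized count was 8282 in skin against 4718 in spleen CD4+ T cells (1.76-fold) and 9805 against 1922 in CD8+ T cells (5.10-fold). *Gzmb* encodes granzyme B, a protease that triggers death of target cells. It had 3909 in skin against 2639 in spleen CD4+ T cells (1.48-fold) and 7669.7 against 1954 in CD8+ T cells (3.93-fold). The log2 fold changes in CD4+ and CD8+ T cells were 0.81 (SE 0.29) and 2.35 (SE 0.33) for *Fasl*, and 0.57 (SE 0.18) and 1.97 (SE 0.20) for *Gzmb*. The change in CD8+ exceeded that in CD4+ T cells by 1.54 (SE 0.44, adjusted p = 0.0107) for *Fasl* and by 1.41 (SE 0.27, adjusted p = 2.79e-05) for *Gzmb*. The authors' deposited table gives adjusted p = 0.0387 for *Fasl* and 0.0169 for *Gzmb* in CD4+, and 3.89e-11 and 9.64e-20 in CD8+ T cells.

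*Prf1*, which encodes the pore-forming protein perforin, had 2788 in skin against 6389 in spleen CD4+ T cells (log2 fold change -1.20, SE 0.30) and 11959 against 10296 in CD8+ T cells (0.22, SE 0.33). These changes differed with adjusted p = 0.0263. *Klrk1*, which encodes the activating receptor NKG2D, was 6.99-fold higher in skin CD4+ and 2.09-fold higher in skin CD8+ T cells, a difference with adjusted p = 0.00262. *Klrc1*, which encodes the receptor NKG2A, was 8.35-fold and 4.80-fold higher. *Nkg7*, a granule membrane gene, had log2 fold changes of 0.21 (SE 0.24) in CD4+ and 1.06 (SE 0.27) in CD8+ T cells, a difference with adjusted p = 0.137, and *Gzmk*, another granzyme gene, had -0.41 (SE 0.53) and 0.87 (SE 0.59). Of the 7 cytotoxic markers that the study shows in Figure 1A, 4 were higher and 1 lower in skin CD4+, and 5 higher and 0 lower in skin CD8+ T cells, in the authors' deposited table. The counts adjusted over the list alone were the same 4, 1, 5 and 0. The study shows these markers on the same libraries, so the counts are not independent evidence. Camera gave adjusted p = 0.00640 for them in CD4+ T cells, where preranked GSEA gave 0.0816, and 3.42e-04 in CD8+ T cells, with 0.0643 for the difference. In a broader list of cytotoxic effector genes, 11 of 32 were higher and 6 lower in skin CD4+ T cells, and 14 of 33 higher and 3 lower in skin CD8+ T cells, in the authors' deposited table. Adjusted over the list alone, the counts were 11 and 9 in CD4+ and 14 and 3 in CD8+ T cells. *Serpinb9*, an inhibitor that shields cells from granzyme B, rose in both, with log2 fold changes of 1.41 (SE 0.30) and 0.97 (SE 0.34). The chemokine genes *Ccl3*, *Ccl4* and *Ccl5* fell in skin CD4+ T cells, with log2 fold changes of -1.62, -1.51 and -1.11. Their changes in CD8+ T cells were 0.93, -0.05 and 0.66, and differed from those in CD4+ T cells with adjusted p = 6.34e-05, 0.194 and 0.00746. *Rab27a*, needed for release of cytotoxic granules, rose 3.23-fold in skin CD8+ T cells, while *Gzmm*, another granzyme, had a log2 fold change of -4.24 (SE 1.13) there. In CD4+ T cells these log2 fold changes were 0.26 (SE 0.21) and -1.91 (SE 1.01), and the differences had adjusted p = 4.64e-04 and 0.437. The median log2 fold change of the broader list was 0.07 in CD4+ T cells (adjusted p = 0.494) and 0.84 in CD8+ T cells (adjusted p = 0.0172, and 0.107 with a preset correlation of 0.05). Its difference between the cell types had adjusted p = 0.0252, and 0.176 with a preset correlation of 0.05. Of 15 markers of NK and innate lymphoid cells, which share cytotoxic genes with T cells, 2 were higher and 1 lower in skin CD4+, and 7 higher and 1 lower in skin CD8+ T cells, in the authors' deposited table (3, 1, 8 and 1 adjusted over the list alone). Antibodies against CD3 and TCR-β are among the stains that the methods list, and a gate on them would remove NK and innate lymphoid cells. *Fasl* lies on chromosome 1 of mm9 from 163710820 to 163718626, *Gzmb* on chromosome 14 from 56877693 to 56881097, and *Prf1* on chromosome 10 from 60760584 to 60767011. With a t distribution of 7 degrees of freedom, adjusted p in CD4+ T cells was 0.189 for *Fasl*, 0.152 for *Gzmb*, 0.0825 for *Prf1*, 0.0564 for *Serpinb9*, 0.0540 for *Ccl3*, 0.124 for *Ccl4* and 0.122 for *Ccl5*, in CD8+ T cells 0.0664 for *Klrk1* and 0.0949 for *Serpinb9*, and for the differences 0.223 for *Fasl*, 0.133 for *Gzmb*, 0.263 for *Prf1* and 0.188 for *Klrk1*. With centered fold changes it was 0.0680 for *Fasl* in CD4+ and 0.0680 for *Serpinb9* in CD8+ T cells.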

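Genes of Th17 cells were higher in skin CD4+ T cells. *Rora*, a nuclear receptor of Th17 differentiation, had a mean normalized count of 6040 in skin against 715 in spleen CD4+ T cells (8.45-fold). *Ccr6*, a chemokine receptor of Th17 cells, had 3070 in skin against 312 in spleen CD4+ T cells, a log2 fold change of 3.30 (SE 0.62). *Il17f*, a cytokine gene of Th17 cells, had 1912 counts in skin CD4+ T cells and none in the other 3 groups, so it was at least 1912-fold higher in skin than in spleen CD4+ T cells. The authors' deposited table gives adjusted p = 0.0093 for *Il17f*, 0.0351 for *Il22* and 0.0515 for *Il17a* in CD4+ T cells. *Il17a* and *Il22* had 279 and 449.9 counts in skin CD4+ T cells and none in the other groups. *Stat3*, a transcription factor of Th17 cells, had log2 fold changes of 0.74 (SE 0.27) in CD4+ and 1.84 (SE 0.30) in CD8+ T cells. *Ahr*, which encodes a receptor for aryl hydrocarbons, had 339.7 in skin against 64.8 in spleen CD4+ T cells and 159.7 against 0.92 in CD8+ T cells. *Il23r*, the IL-23 receptor gene, had 269 in skin against 1.61 in spleen CD4+ T cells, and *Il21*, a T helper cytokine gene, had 103 against 244. In the authors' deposited table adjusted p in CD4+ T cells was 0.0518 for *Il23r* and 0.348 for *Il21*. In CD8+ T cells *Il21* was at least 5.40-fold lower in skin (difference from CD4+ T cells with adjusted p = 0.219). The spread implied for *Il17a*, *Il17f* and *Il22* was a coefficient of variation of 332%, the largest that the fit allows and that which counts in 1 of the 3 skin CD4+ libraries alone would give. Counts split over 2 of these libraries are not excluded.

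Of the 10 Th17 markers that the study shows in Figure 1A, 6 were higher and 0 lower in skin CD4+, and 4 higher and 1 lower in skin CD8+ T cells, in the authors' deposited table. Adjusted over the list alone, 9 were higher in CD4+, and 4 higher and 1 lower in CD8+ T cells. The figure shows these same libraries, so the counts are not independent evidence. Camera gave adjusted p = 1.04e-04 for them in CD4+ and 0.0691 in CD8+ T cells, with 0.522 for the difference. Preranked GSEA gave 0.0122 in CD8+ T cells, and camera without genes that have an empty group gave 5.88e-04 there. In a broader list of 28 Th17 genes, 14 were higher and 0 lower in skin CD4+, and 14 higher and 2 lower in skin CD8+ T cells, in the authors' deposited table (21, 1, 16 and 2 adjusted over the list alone). *Furin*, a protease that cleaves precursor proteins, and *Lgals3*, which encodes galectin-3, had log2 fold changes of 3.62 (SE 0.39) and 3.23 (SE 0.27) in CD4+ and of 1.66 (SE 0.44) and 4.50 (SE 0.30) in CD8+ T cells. *Lgals3* is also a marker of macrophages and dendritic cells, whose markers rose in the same comparisons (adjusted p = 3.08e-06 in CD4+ and 2.19e-16 in CD8+ T cells). The broader list had a median log2 fold change of 3.15 in CD4+ (adjusted p = 1.28e-09) and 2.03 in CD8+ T cells (adjusted p = 8.39e-06), with adjusted p = 0.522 for the difference. Among 15 markers of γδ T cells, which also make IL-17, 1 was higher in skin CD4+, and 4 higher and 2 lower in skin CD8+ T cells, in the authors' deposited table (1, 5 and 2 adjusted over the list alone). The 1 higher in CD4+ was *5830411N06Rik*, which was among the 2 lower in CD8+ T cells. Its log2 changes differed by -12.50 with groups under the floor set to it. The difference had adjusted p = 2.30e-19, and 0.0594 with a t distribution of 7 degrees of freedom. In CD4+ T cells 13 of the 15 had a log2 fold change above 0, with a median of 1.48 (1.40 with groups under the floor set to it) and adjusted p = 0.0310, or 0.0944 with a preset correlation of 0.05, and in CD8+ T cells adjusted p was 0.451. The stains that the methods list include an antibody against TCR-β, and a gate on it would remove γδ T cells.

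Of the 6 Th1 markers in Figure 1A, 1 was higher and 1 lower in skin CD4+, and 0 were higher and 2 lower in skin CD8+ T cells, in the authors' deposited table and also when adjusted over the list alone. Here too the figure shows the same libraries, so the counts are not independent evidence. *Tbx21*, which encodes the Th1 regulator T-bet, had 425 in skin against 87.6 in spleen CD4+ T cells (log2 fold change 2.28, SE 0.59). In CD8+ T cells its log2 fold change was 1.37 (SE 0.65), a difference with adjusted p = 0.661. *Cxcr3*, a chemokine receptor of Th1 cells, had log2 fold changes of -0.86 (SE 0.28) in CD4+ and -1.63 (SE 0.31) in CD8+ T cells. *Ifng*, the main cytokine gene of Th1 cells, had 2963 in skin against 1936 in spleen CD4+ T cells (log2 fold change 0.61, SE 0.47), with adjusted p = 0.431 in the authors' deposited table. *Stat4*, which relays cytokine signals, and *Id2*, a repressor of transcription, had log2 fold changes of -0.13 and 0.14 in CD4+ T cells. In CD8+ T cells these were -1.47 and 0.97 (difference for *Stat4* with adjusted p = 0.103), and *Ifng* had 1.08 (SE 0.53). The list's median log2 fold change was 0.01 in CD4+ and 0.53 in CD8+ T cells, while camera placed it below the other genes in both (adjusted p = 0.876 and 0.580). In a broader list of 19 Th1 genes, 7 were higher and 1 lower in skin CD4+, and 3 higher and 3 lower in skin CD8+ T cells, in the authors' deposited table and adjusted over the list alone. The 7 were *Tbx21*, *Hlx*, *Il2*, the interferon-γ receptor gene *Ifngr1*, the IL-18 receptor genes *Il18r1* and *Il18rap*, and *Cxcr6*. *Ifngr1* had 24468 in skin against 4954 in spleen CD4+ T cells, and its change differed from that in CD8+ T cells with adjusted p = 2.27e-05. Camera gave the broader Th1 list adjusted p = 9.36e-04 in CD4+ and 0.321 in CD8+ T cells, and 0.185 for the difference. With a t distribution of 7 degrees of freedom, adjusted p in CD4+ T cells was 0.131 for *Il17f*, 0.184 for *Il22*, 0.193 for *Stat3*, 0.0908 for *Ahr*, 0.0879 for *Tbx21*, 0.0830 for *Il2* and 0.156 for *Cxcr3*, and in CD8+ T cells 0.0818 for *Il21*. For *Stat3* in CD4+ T cells it was 0.0747 with centered fold changes and 0.0524 without a filter on low counts.

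**Figure D2:**
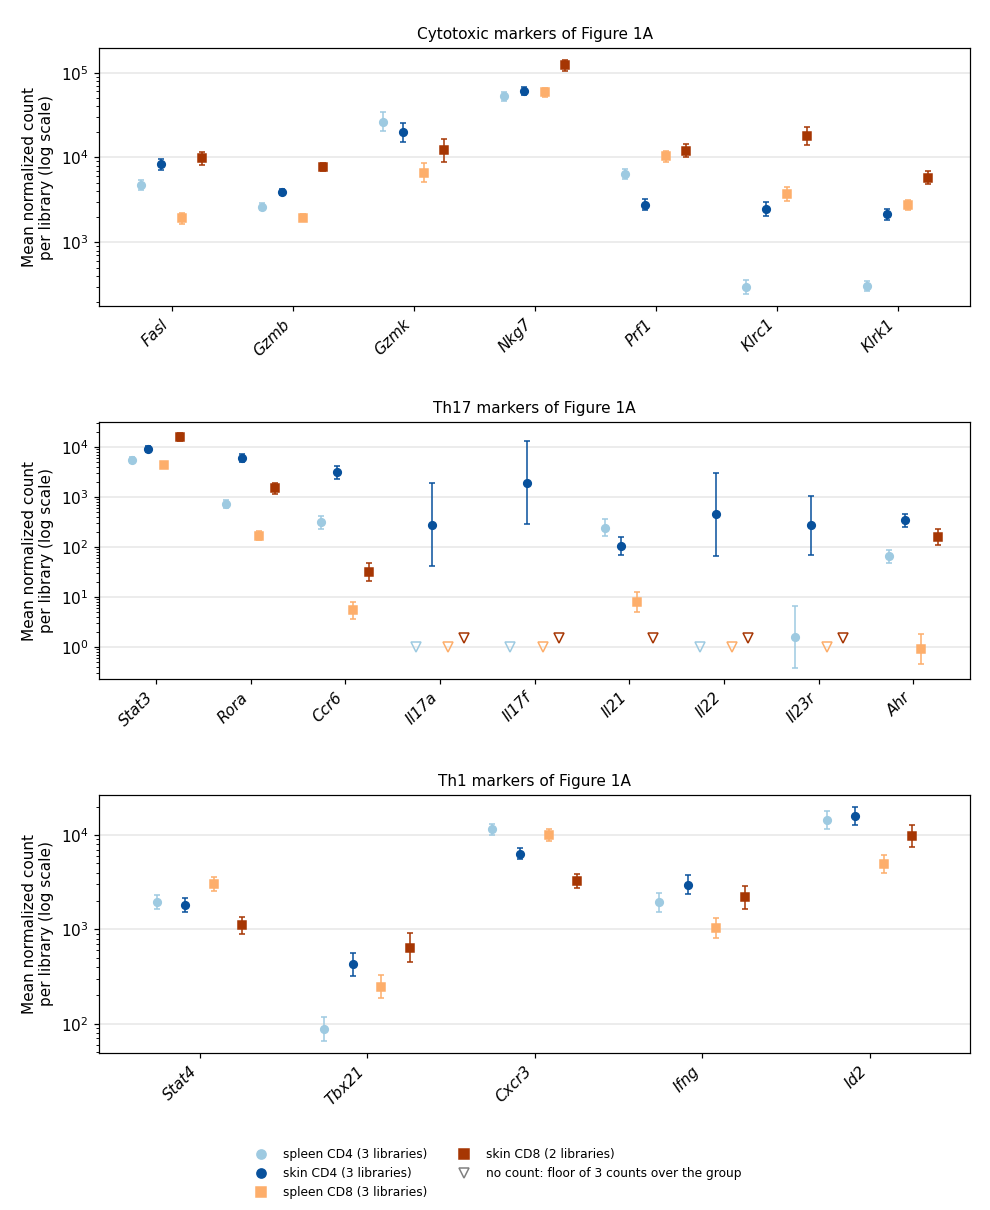
Mean normalized counts per library (log axis) of cytotoxic (Tc), Th17 and Th1 markers among those of the study in skin and spleen CD4+ and CD8+ T cells, with bars of 1 SE of the mean on the log scale. Open triangles mark groups with no count, drawn at the floor of 3 counts over the group, as for *Il17a*, *Il17f* and *Il22* outside skin CD4+ T cells.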

As compared with splenic T cells, skin CD8^+^, and to a lesser extent CD4^+^ T cells, expressed significantly more intracellular granzyme B than did their splenic counterparts (Figure 2A). In contrast, the percentages of IFN-γ^+^ skin CD4^+^ and CD8^+^ T cells after stimulation were significantly lower than that of splenocytes (Figure 2B). We also verified the dominant Th17 phenotype in murine CLE skin. A significantly greater fraction of skin-infiltrating CD4^+^ T cells produced IL-17A after ex vivo stimulation, as compared with splenic CD4^+^ T cells (Figure 2C). Furthermore, more skin-infiltrating CD4^+^ T cells expressed the canonical Th17 transcription factor RORγt (Figure 2D) and Th17-associated chemokine receptor CCR6 (Figure 2E), as compared with splenic T cells; in contrast, only a very small fraction of skin-infiltrating CD8^+^ T cells expressed IL-17A or Th17 phenotypic markers (Figure 2, C–E). These results further validate the predominant Th17 phenotype in skin-infiltrating CD4^+^ T cells in murine CLE.

### HIF-1α inhibition abrogates cutaneous disease in association with reduced cytotoxic T cell activity in diseased MRL/lpr skin.

To determine the effect of HIF-1 blockade on preventing skin disease, a 4-week treatment using a selective pharmacologic HIF-1α inhibitor was given to 16-week-old MRL/lpr mice. We have previously shown that this treatment in younger (10- to 12-week-old) MRL/lpr mice decreases systemic disease, as measured by spleen size and anti-dsDNA production, and lupus nephritis, as measured by proteinuria, histopathology, and renally infiltrating T cells (4). However, murine CLE skin lesions may not develop in MRL/lpr mice until after 14–16 weeks of age, and thus our prior experiments did not allow for examination of the effect of HIF-1 blockade on murine CLE.

As compared with mice receiving PBS vehicle control, those that received PX-478, a selective HIF-1α inhibitor, had significantly reduced clinical skin disease (according to dermatitis score) at 20 weeks (Figure 3, A and B). In addition, histopathologic disease score (see Methods) of the interscapular skin was reduced in HIF-1α inhibitor–treated mice as compared with vehicle-treated mice (Figure 3C). To identify a potential mechanism by which HIF-1 promotes pathogenic T cells in murine CLE, we evaluated the expression of granzyme B in skin-infiltrating cells in PX-478 or vehicle-treated MRL/lpr mice. Granzyme B expression was positively correlated with severity of clinical skin disease (according to dermatitis score) among both PX-478– and vehicle-treated mice (Figure 3D). PX-478 treatment not only decreased clinical skin disease severity and histopathologic disease score but also decreased the proportion of cells expressing granzyme B in affected skin (Figure 3, E and F). These data together suggested that HIF-1α inhibition may abrogate murine CLE by decreasing T cell cytotoxic activity.

### HIF-1α inhibition reduces cytotoxic activity in CD8^+^ T cells isolated from MRL/lpr CLE skin.

To confirm the effect of pharmacologic HIF-1α blockade on cytotoxic activity in skin-infiltrating T cells, we performed single-cell RNA-Seq of cells isolated from murine CLE skin and spleens taken simultaneously from MRL/lpr mice treated with a 5-day course of high-dose PX-478 or PBS vehicle control. The single-cell suspension made from skin was enriched for hematopoietic (CD45^+^) cells to allow for comparison of skin-infiltrating CD4^+^ and CD8^+^ T cells with their splenic counterparts. Clustering of spleen and skin cells revealed populations of CD4^+^ and CD8^+^ T cells from both spleen and skin, with an expanded, double-negative T cell population identified only in splenocytes; stromal cells, including endothelial cells, fibroblasts, and keratinocytes, were identified only in skin samples (Figure 4A and Supplemental Figure 4). As anticipated, selective pharmacologic HIF-1α inhibition decreased transcripts of *Hif1a* and *Mxi1*, a gene directly regulated by HIF-1α (19), in both CD4^+^ and CD8^+^ skin-infiltrating T cells but not splenic T cells (Figure 4B). This was verified using GSEA, comparing gene expression in CD4^+^ and CD8^+^ T cell clusters against a previously identified set of genes controlled by HIF-1α (20). GSEA demonstrated that HIF-1 inhibitor treatment reduced Hif1α enrichment score in both CD4^+^ and CD8^+^ skin-infiltrating T cells (Figure 4C). HIF-1 inhibition also reduced cytotoxic potential in CD8^+^ skin-infiltrating, but not splenic, T cells, as demonstrated by decreased *Gzmb*, *Gzmk,* and *Fasl* transcripts (Figure 4B), and reduced cytotoxicity enrichment score in skin-infiltrating CD8^+^ T cells (Figure 4D), indicating an organ-specific effect of HIF-1 inhibition on T cell cytotoxicity in the skin, supporting a causal role for HIF-1 in promoting pathogenic cytotoxic T cell activity in murine CLE. HIF-1 inhibition reduced expression of exhaustion markers *Pdcd1* and *Tigit* in skin-infiltrating CD8^+^ T cells (Supplemental Figure 4F); however, the functional consequence of these transcriptional changes is not known. HIF-1α inhibition also reduced Th17 activity in CD4^+^ T cells, as demonstrated by a decrease in Th17 enrichment score in skin-infiltrating CD4^+^ T cells, which was not seen in splenic T cells (Figure 4E), thus identifying a potential role for HIF-1 in promoting pathogenic Th17 T cell activity in murine CLE.

We next determined whether the HIF-1*,* Th17, and cytotoxic transcriptional signatures that were upregulated in murine CLE were similarly enhanced in skin biopsy specimens from patients with DLE, the most common subtype of CLE. We first analyzed transcriptional profiles of regions of interest selected to include T cell–rich infiltrates using NanoString GeoMx Digital Spatial Profiling (DSP), which identified upregulated *HIF1A* in DLE skin as compared with healthy control skin (Figure 5A). Our findings were in line with a recent microarray study of CLE that identified *HIF1A* network upregulation (21). Our NanoString data also revealed upregulation of cytotoxic signature molecules, including *NKG7*, *RUNX3*, *KLRK1*, and *GZMK* (Figure 5B), confirming that the cytotoxic signature identified in murine CLE-like skin is present in human DLE, consistent with prior literature identifying upregulation of cytotoxic-associated genes in the latter condition (22). Unlike murine CLE, we did not identify a Th17 signature in human DLE skin as compared with healthy skin. Instead, Th17-associated genes *IL17A*, *IL22*, *IL23R*, *IL17F*, and *RORC* were more highly expressed in T cell–rich regions of healthy skin as compared with DLE skin (Figure 5B), consistent with multiple prior studies that identified minimal Th17 activity in human DLE skin (22–24). We further confirmed the robust cytotoxic signature found in DLE skin samples as compared with healthy control skin by performing GSEA, comparing gene signatures from a publicly available microarray dataset of 6 DLE and 14 healthy skin samples (25) against a human skin cytotoxicity signature generated from comparison of blister fluid with PBMCs in patients with Stevens–Johnson syndrome/toxic epidermal necrolysis (26) (Figure 5C).

Finally, we evaluated skin biopsy specimens from patients with DLE for granzyme B expression by RNA ISH, as we did previously for MRL/lpr lesional skin (Figure 3). Human DLE skin lesions demonstrated elevated expression of *GZMB* RNA as compared with healthy human skin (Figure 5, D and E), with *GZMB*^+^ cells concentrated in the T cell–rich inflammatory infiltrate (Supplemental Figure 5A). To specifically identify *GZMB*^+^ T cells in DLE lesional skin, we performed IF staining for CD3 with concurrent RNA FISH to *GZMB* transcripts, identifying numerous *GZMB*^+^ T cells at the dermoepidermal junction (DEJ) and perifollicular regions (Figure 6A) as compared with control-stained tissue (Figure 6B). In the majority of cases analyzed, spatial quantification revealed enrichment of *GZMB*^+^ T cells at the DEJ and adjacent to the hair follicle (Supplemental Figure 5, B–E), which represent sites of skin tissue damage in DLE (27).

## Discussion

We identified HIF-1 as a key factor in generating pathogenic T cells in lupus skin disease in lupus-prone MRL/lpr mice, confirming it regulates effector function of skin tissue–infiltrating T cells as we found in kidney-infiltrating T cells in lupus nephritis (4). CLE skin–infiltrating T cells demonstrated increased effector function by transcript and protein expression as compared with their splenic counterparts. Cytotoxic effector function was decreased after systemic pharmacologic HIF-1 inhibition, which also ameliorated the development of skin lesions and skin histopathology score, suggesting that pathogenic cytotoxic effector function may be a consequence of the upregulated HIF-1 signature in skin-infiltrating T cells. HIF-1 is known to drive a transcriptional program that is linked to pathogenic features with enhanced T cell effector function (9, 11), indicating it drives pathogenic T cell activity in CLE. HIF-1 expression and cytotoxic effector capacity were also increased in human DLE skin as compared with healthy skin, suggesting the applicability of its therapeutic blockade to treat human DLE.

Cytotoxic CD8^+^ T cells expressing granzyme B are substantially increased in CLE skin biopsy specimens (28–30) and drive the pathogenic process by promoting cellular apoptosis in the epidermis and papillary dermis (29), although the relative contribution of cytotoxic T cells to the development of tissue damage in skin is not known. Nor is it known whether cytotoxic CD4^+^ T cells, whose granzyme B secretion may be less tightly regulated than that of their CD8^+^ counterparts (31), play a role in CLE pathogenesis. A recent study using single-cell RNA-Seq of skin biopsy specimens from patients with SLE and from healthy control participants did not find elevated activation, cytotoxicity, or exhaustion profiles in T cells from lesional skin (24). However, these results may not accurately characterize the DLE lesional T cell infiltrate, due to the limited number of T and NK cells isolated from lesional skin (*N* = 687 cells); furthermore, only 3 of the 7 patients with SLE who were studied had DLE. Another recent study of single-cell RNA-Seq data from skin biopsy specimens of patients with DLE, SLE or healthy control participants captured more than 40,000 dermal T cells, of which cytotoxic T lymphocytes were a major subset identified. The majority of cytotoxic T cells originated from DLE skin biopsy specimens as compared with SLE or healthy control skin biopsy specimens (32). Using multiple techniques, we found that T cell–rich areas of human DLE skin demonstrated upregulated HIF-1 and a cytotoxic signature, and our murine studies suggested that HIF-1 inhibition abrogated murine CLE by directly decreasing T cell cytotoxic activity, thus ameliorating tissue damage. These findings were in line with prior studies demonstrating that HIF-1 prevents exhaustion in CD8^+^ T cells and promotes granzyme B production (9, 10), and were consistent with prior studies in MRL/lpr splenocytes demonstrating reduced granzyme B production after treatment with HIF-1a shRNA (4). It is also possible that prevention of tissue damage in the setting of HIF-1 inhibition is due to reduced T cell survival in the skin microenvironment, as we identified for the kidney microenvironment on its promotion of lupus nephritis (4).

In addition to CD8^+^ T cells, certain subsets of CD4^+^ T cells, including Th1 and Th17 cells, are increased in some studies of human DLE skin (6). Our studies did not identify a strong Th1 signature in mouse or human DLE skin; however, a strong Th17 signature was notable at the transcript and protein levels in murine CLE skin. The role of IL-17 in human DLE pathogenesis is controversial. IL-17–producing T cells have been identified in kidney and skin lesions of patients with lupus (33–35), with 1 study of patients with DLE identifying IL-17A as highly expressed in both serum and damaged skin tissue (36). However, subsequent studies of lesional DLE skin, using microarray transcriptomic analyses or T cell crawl-out methods quantifying IL-17A production after T cell stimulation, did not identify a dominant Th17 profile (22, 23). Furthermore, Th17 cells were not identified in T cell subset analyses from single-cell RNA-Seq studies of DLE skin (24, 32). Similarly, our human DLE transcriptomic analyses did not identify a Th17 signature compared with healthy skin. In fact, T cell–rich areas of DLE skin biopsy specimens expressed somewhat lower Th17 marker gene expression than did healthy skin. The cause of this discrepancy between the murine model of cutaneous lupus and human skin disease is not clear but could involve differences in skin commensals, which may alter T cell IL-17 production (37, 38). Nonetheless, if present, it is possible that even low amounts of IL-17 may contribute to skin tissue damage in DLE. If so, this may be driven in part by HIF-1 because it favors pathogenic Th17 differentiation by targeting the proteosomal degradation of Foxp3 to control the balance between Th17 and Treg cells (11). Whether this pathway plays a role in human skin disease remains to be determined.

The factors driving HIF-1 upregulation in DLE skin have not been fully elucidated. Unlike what we observed in murine lupus nephritis (4), its upregulation in skin-infiltrating T cells was not related to detectable local tissue hypoxia as measured by pimonidazole staining, which can detect moderate to severely hypoxic conditions with oxygen tensions below 10 mmHg (18). However, pimonidazole does not identify modest to moderate hypoxic conditions, with oxygen tensions between 10 and 19 mmHg (14), which may promote HIF-1 expression. Such conditions are likely present in lesional CLE skin due to tissue damage and increased metabolic demands of the inflammatory infiltrate, though more studies will be required to characterize the oxygen tension in inflamed skin. In addition, hypoxia-independent mechanisms may increase HIF-1 expression in CLE skin–infiltrating T cells. TLR and T cell receptor signaling stabilize HIF-1 under normoxic conditions (7, 8), and T cell activation further enhances its stabilization in T cells cultured under hypoxic conditions (8), suggesting the potential for synergy between hypoxia-dependent and independent mechanisms. HIF-1 also accumulates in skin keratinocytes in response to UV light, which is mediated by mROS (16). The metabolic stress signal mROS is induced upon T cell activation (8) and upregulates HIF-1 in lymphocytes (39). We thus hypothesize that HIF-1 upregulation is multifactorial and warrants additional investigation to more precisely identify the factors resulting in its upregulation in CLE skin–infiltrating T cells.

Taken together, our results indicate that increased HIF-1 expression in CLE skin–infiltrating T cells promotes skin tissue damage, and its inhibition abrogates development of disease. We hypothesize that, as in lupus nephritis, skin-infiltrating T cells upregulate HIF-1 after infiltrating the skin, resulting in reprogramming of the T cells to subtypes with heightened effector functions, ultimately causing tissue damage. The identification of HIF-1 as a novel therapeutic target for DLE warrants further investigation, particularly because selective inhibitors of HIF-1 are available and have been well tolerated in phase II clinical trials for cancers (40).

## Methods

### Mice.

All mice were housed in the pathogen-free facility in the Yale Animal Resources Center (Yale University). MRL/MpJ-Faslpr/J (MRL/lpr) mice were purchased from The Jackson Laboratory.

### Isolation of murine skin-infiltrating T cells.

Fresh murine skin samples of diseased skin were collected from the interscapular region of 20- to 22-week-old MRL/lpr mice immediately after sacrifice. Skin was scraped with a razor blade on ice to remove subcutaneous fat and minced as previously described (41). Minced skin was digested in RPMI (Corning) containing 500 μg/mL Liberase TL (Millipore Sigma, catalog 5401020001) and 10^4^ U/mL DNase I (MP Biomedicals) at 37°C on an orbital incubator for 70 minutes. Digested skin was mashed through a 70 μm filter (Falcon), washed with RPMI, filtered again through a 70 μm filter, and either stained immediately for flow cytometry and cell sorting or plated for in vitro stimulation experiments, followed by staining.

### In vivo pimonidazole labeling.

To detect regions of hypoxia in vivo, mice were injected with 80 mg/kg pimonidazole (Hypoxyprobe, HP-200 mg) 1.5 hours prior to sacrifice, as previously described (42). Mice designated for flow cytometric analysis were injected with anti–CD45.1-PE 5 minutes prior to sacrifice to label circulating cells. Fresh dorsal skin and spleen samples were collected for T cell isolation, flow cytometry, IF, and RNA analysis. Lesional and nonlesional interscapular skin was harvested to generate samples of approximately 1–2 cm^2^ and were processed for flow cytometry as above or immediately fixed with periodate-lysine-paraformaldehyde and subsequently embedded in OCT for IF studies or immediately fixed with 10% normal buffered formalin with subsequent embedding into paraffin for RNAScope experiments.

### Pharmacologic HIF-1 blockade.

Mice with no or early skin lesions were paired and treated with PX-478 (MedChemExpress, HY-10231) by oral gavage at the dosage of 5 mg/kg every 2 days for 4 weeks to inhibit HIF-1 in vivo, and control mice received an equivalent amount of PBS (4 mL/kg). Treatment was started at 16 weeks of age and ended at age 20 weeks. For single-cell RNA-Seq experiments, 20-week-old MRL/lpr mice were orally gavaged at the dose of 30 mg/kg daily for 5 days to block HIF-1 in vivo; control mice were gavaged with the same volume of PBS.

### Mouse skin assessment and histopathologic scoring.

Skin was assessed when mice were 20 weeks old (end of treatment). Photographs were taken and were stripped of identifiers such that gross skin lesion score could be assessed in a blinded manner. Gross skin lesions were then graded by 2 scorers on a scale of 0 to 3, with 0 indicating none, 1 indicating mild (snout and ears), 2 indicating moderate (snout, ears, and interscapular; <1 cm per lesion), and 3 indicating severe (snout, ears, and interscapular; >1 cm per lesion or severe clinical assessment) (43). The majority of mice received identical scores from both masked scorers, and all scores were within 1 point; the average dermatitis score is reported for any mouse that received nonidentical scores.

At 20 weeks of age (end of treatment), mice were sacrificed, and shaved interscapular skin samples were immediately collected, fixed in 10% buffered formalin, and paraffin-embedded. H&E-stained sections were scored in a blinded manner by 1 observer according to a semiquantitative scale of 0–2 for acanthosis, hyperkeratosis, interface (liquefaction), and inflammation (44), with total histopathologic disease score per mouse reported as the sum of these subscores.

### Flow cytometry and cell sorting and in vitro stimulation.

Skin tissue was processed as above. Spleen tissues were homogenized by crushing with the head of a 1 mL syringe in a Petri dish followed by straining through a 40 μm nylon filter (Falcon). Ammonium-chloride-potassium buffer was used for red blood cell lysis, and remaining cells were counted. Abs used for flow cytometry staining included anti–mouse CD3 (clone 17A2; BioLegend, catalog 100228) anti–mouse TCR-β (clone H57-597; BD, catalog 553170), anti–mouse CD4 (clone RM4-5; BioLegend, catalog 100548), anti–mouse CD8a (clone 53-6.7; BioLegend, catalog 100759), anti–human/mouse CD44 (clone IM7; eBioscience, catalog 47-0441-82), anti–mouse CD45 (clone 30-F11; BD, catalog 552848), anti–mouse CD45.1 (clone A20; Thermo Fisher Scientific, catalog 12-0453-82), anti–mouse CD45R (clone RA3-6B2; BD, catalog 562290), anti–mouse CCR6 (clone 140706; BD Horizon, catalog 564736), anti-pimonidazole FITC-Mab (clone 4.3.11.3; Hypoxyprobe, catalog HP6-200), LIVE/DEAD Fixable Aqua Dead Cell Stain Kit (Invitrogen, catalog L34966), anti–HIF-1α (clone H1alpha67; Novus Biologicals, catalog NB-100-105AF647), anti-RORγt (clone B2D; eBioscience, catalog 12-6981-82), anti–T-bet (clone eBio4B10; eBioscience, catalog 12-5825-82), anti–granzyme B (clone GB11; Invitrogen, catalog GRB05), anti–IFN-γ (clone XMG1.2; eBioscience, catalog 50-7311-82), and anti-IL17a (clone TC11-18H10.1; BioLegend, catalog 506910). All stained samples were analyzed using an LSRII Multilaser Cytometer at the Flow Cytometry Facility, Yale University, and were analyzed by FlowJo 10.7.1. Cytokine staining was performed after in vitro stimulation, during which freshly isolated skin and spleen cells were plated at a density of 1 × 10^6^ live cells/mL and stimulated with RPMI complete medium containing 50 ng/mL phorbol 12-myristate 13-acetate and 1 μg/mL ionomycin with Brefeldin A for 4 hours at 37°C. After surface marker staining, intracellular cytokine staining was performed with BD Cytofix/Cytoperm and perm/wash buffer.

### RNA-Seq.

Skin-infiltrating and splenic CD4^+^ and CD8^+^ T cells were isolated and sorted from lesional skin and spleens of 20-week-old MRL/lpr mice, as described above, and mRNA-isolated (RNeasy Plus Micro Kit; QIAGEN, catalog 74034). SMART-Seq v4 Ultra Low Input RNA Kit for Sequencing (TaKaRa, catalog 634893) was used to construct the sequencing library. Samples were sequenced on an Illumina HiSeq 2000 with 100 bp paired ends (Yale Center for Genome Analysis Core facility). Sequence alignment to mouse genome MM9 was done by using STAR 2.5.3 and TopHat 2.1.0 on the Partek Flow platform. The differentially regulated genes were analyzed by DESeq2 (45).

For single-cell RNA-Seq with simultaneous surface protein detection of CD4, CD8a, and CD45RB, lesional skin and spleens of 20-week-old MRL/lpr mice were harvested 1 day after treatment with either PBS or PX-478 at the dose of 30 mg/kg daily for 5 days. After preparation and staining of single-cell suspensions from skin, as described above, live CD45^+^ and CD45^–^ single cells were sorted and admixed at a 50:50 ratio. These cells and whole splenocytes, prepared as described above, were then stained for surface protein (Feature Barcoding Technology) per BioLegend protocol with 0.5 μg of each oligonucleotide-tagged TotalSeq-C Ab: anti–mouse CD4 (BioLegend, catalog 100571), anti–mouse CD8a (BioLegend, catalog 100785), and anti–mouse CD45RB (BioLegend, catalog 103321). Cells were then submitted immediately for 10× single-cell RNA-Seq at the Yale Center for Genome Analysis. The libraries were prepared by the Yale Center for Genome Analysis and sequenced by NovaSeq 6000. The sequenced files were aligned using standard 10x Genomics Pipeline, Cell Ranger, version 5.0.1. High-quality cells, defined as having at least 200 detected genes, with percentage of mitochondrial genes per cell lower than 10%, were used for downstream analysis, and cell clustering was done with Seurat, version 4.1.1. Cluster identities were determined using the cluster identity predictor (CIPR) package in *R* (46) and verified by manual review of cell type–specific transcripts by cluster. Single-cell GSEA was done by escape, version 1.6.0 (47), referencing the following gene sets: Th17 cell differentiation from the Kyoto Encyclopedia of Genes and Genomes 2021 (48), T Cell–Mediated Cytotoxicity from the Jax Mouse Genome Informatics Gene Ontology Project (GO:0001913) (49), and HIF1α-regulated genes derived from GSE35111 (20).

### GSEA.

GSEAs were performed using GSEA software (version 3.0) maintained by The Broad Institute (50).

### IF microscopy.

For murine skin IF samples, immediately after sacrifice, mouse skin tissues were fixed with periodate-lysine-paraformaldehyde fixative overnight. Samples were then dehydrated with 30% sucrose, embedded in OCT compound (Tissue-Tek), and stored at −80°C. Sections were cut at 7 μm and stained with the following Abs: anti–mouse CD4 (clone RM4-5; BioLegend, catalog 100547; 1:100), anti–mouse CD8a (clone 53-6.7; BioLegend, catalog 100747; 1:100), anti-pimonidazole mouse FITC- or DyLight 549-Mab (clone 4.3.11.3; Hypoxyprobe, catalog HP6-200 or HP7-200; 1:100), rabbit polyclonal anti–HIF-1α (GeneTex, catalog GTX127309; 5 μg/mL) or rabbit polyclonal isotype control (GeneTex, catalog GTX35035; 5 μg/mL), and Alexa Fluor 647–conjugated goat anti-rabbit secondary Ab (Thermo Fisher Scientific, catalog A-21244; 1:1,000). Confocal microscopy was conducted with a Leica SP8 (Figure 1 and Supplemental Figure 2) or SP5 (Supplemental Figure 3) laser-scanning confocal microscope at the Cell Imaging Core, Yale Stem Cell Center.

### RNAScope ISH.

The RNAScope 2.5HD RED assay kit (Advanced Cell Diagnostics) was used to perform ISH for RNA detection in human DLE and healthy skin samples as well as MRL/lpr skin samples collected from PX-478 treatment cohorts. Slides were prepared and hybridized with RNA probes according to the manufacturer’s instructions for FFPE samples. RNA probes included human and mouse *GZMB* (catalog 445971 and 49019) and *IL17A* (catalog 310931 and 319571), positive control peptidyl-prolyl isomerase B (*PPIB*) housekeeping gene (catalog 313901 and 313911), and negative control *DapB* soil bacteria enzyme (catalog 310043). Amplification and signal detection steps were performed according to kit instructions. Slides were then counterstained using hematoxylin and bluing reagent (Scigen catalog 23-730-614) and mounted with coverslips using Permount (Fisher Scientific catalog SP15-100).

IHC staining was performed on human DLE samples after RNA ISH using the RNAScope 2.5HD RED assay kit. A second round of antigen retrieval was performed in citrate buffer (Thermo Fisher Scientific, catalog 00500) for 30 minutes, and a peroxidase block was applied using 3% hydrogen peroxide (JT Baker, catalog JT-2186-01) for 30 minutes. Subsequent blocking and staining steps were executed according to the ImmPRESS HRP Reagent kit (catalog MP-7401) using normal horse serum. Slides were stained with primary anti–human CD3e (Cell Signaling Technology, catalog 85061; 1:150) at 4°C overnight and HRP horse anti-rabbit IgG secondary (ImmPRESS, catalog MP-7401) for 1 hour at room temperature. Signal was developed with DAB substrate (Vector Laboratories, catalog SK-4100) prior to counterstaining and being mounted with coverslips, as described above.

FISH-IF in human DLE samples was performed according to the integrated codetection protocol using the RNAScope Multiplex Fluorescent v2 Assay kit (Advanced Cell Diagnostics). Slides were prepared according to manufacturer’s instructions for FFPE samples using the RNA-Protein Co-detection Ancillary Kit (Advanced Cell Diagnostics, catalog 323180). Slides were incubated overnight with anti-CD3e primary Ab (clone SP7, Thermo Fisher Scientific, catalog MA5-14524; 1:50) and processed according to manufacturer’s instructions for integrated protein-RNA codetection. RNA probes included human *GZMB* (catalog 445971), positive control *PPIB* (catalog 320861), and *DapB* soil bacteria (catalog 320871). Amplification and signal detection steps were performed according to kit instructions for channel 1 and stained using Opal 570 (Akoya, catalog FP1488001KT; 1:1500). Slides were stained with Alexa Fluor 647–conjugated goat anti-rabbit secondary Ab (Thermo Fisher Scientific, catalog A-21244; 1:200), then counterstained using DAPI. Slides were mounted with coverslips with Prolong Gold Antifade (Thermo Fisher Scientific, catalog P36930) and imaged using the Leica SP8 Gated STED 3× super-resolution microscope at the Yale Center for Cellular and Molecular Imaging.

### RNA ISH quantification.

Slides stained by RNAScope 2.5HD RED assay kit were imaged using SPOT image software on a Zeiss Axioskop 40 light microscope under ×400 magnification. RNA staining was quantified using Qupath Bioimage analysis software, version 0.2.3, with the ImageJ Fiji version 2.10 extension. Quantification was performed using the bright-field image nucleus detection program StarDist (51) with the he_heavy_augment model (52). The threshold for positive staining was set at 1 dot per cell and each sample was manually checked for accurate classification of positive staining in a blinded fashion. The number of positive-staining cells was expressed as a percentage of the total cells in each high-powered field.

Slides stained by RNAScope Multiplex Fluorescence v2 Assay kit were quantified using HALO image analysis software (HALO 3.5.3577.214 and HALO AI 3.5.3577). Quantification was performed using the HALO FISH-IF algorithm (version 2.1.5) with the HALO Spatial Analysis module (version 3.5). T cells were identified by surface staining with CD3, and granzyme B–positive cells were identified with a threshold for positive staining set at 4 dots per cell. Samples were manually checked for accurate classification of positive staining. Spatial distribution of granzyme B–positive T cells was calculated by defining the DEJ or border of the hair follicle and analyzing the dermal infiltrate for granzyme B–positive CD3^+^ cells as a function of distance from the defined border, in 50 micron “bins,” from 0 to 300 or 350 microns away from the DEJ or hair follicle, respectively (Supplemental Figure 5, D and E). The number of granzyme B–positive staining CD3^+^ T cells was expressed as a percentage of the total CD3^+^ T cells in each of the 50 μm bins and was plotted as percentage of granzyme B–positive T cells as a function of distance (Supplemental Figure 5, B and C).

### NanoString GeoMx DSP.

Samples of DLE and control skin from cyst excisions from archived FFPE tissue were obtained from the Yale Dermatopathology biorepository. Sections of 5 μm were cut and placed on glass slide, with each glass slide including 3 samples from the same disease or control state, prior to shipping slides to NanoString for GeoMx DSP. The specific regions of interest (ROIs) for molecular profiling were then selected based on location of CD3^+^ staining.

ROIs were profiled using the GeoMx Digital Spatial Profiler (NanoString) (53). Slides were incubated with a multiplexed cocktail of RNA oligonucleotide probes with UV-photocleavable indexing oligonucleotides (Cancer Transcriptome Atlas) and 4 fluorescent markers (Syto83 at 500 μM for nuclei visualization; CD3-AF594 [Novus, catalog C3e/1308; 1:100]; CD8-647 [Novus, catalog SPM548; 1:200]; and PanCK-AF488 [Novus, catalog AE1/AE3; 1:500]). For RNA analysis, each ROI was a geometric shape approximately 300 μm in diameter with 3 CD3-rich ROIs selected per sample. ROIs were then exposed to UV illumination to cleave DNA oligonucleotides from the tissue. Cleaved oligonucleotides were collected through microcapillary aspiration and placed in a microwell plate. Oligonucleotides from each ROI were contained in separate wells. For Cancer Transcriptome Atlas, collected oligonucleotides were amplified using a forward primer and a reverse primer that serve as Illumina i5/i7, unique, dual-indexing sequences to index ROI identity. After purifying the PCR products with AMPure XP beads (Beckman Coulter), they were sequenced. Library purity and concentration were measured with a DNA Bioanalyzer chip (Agilent). Reads after sequencing were trimmed, merged, and aligned to retrieve the identity of probes. PCR duplicates and duplicate reads were removed, and the reads were converted to digital counts. The RNA-Seq saturation was sufficient and greater than 50%. After removing the outlier probes, the mean of the individual probe counts is considered the reported count value. Using GeoMX software (NanoString), 75% upper quartile (Q3) of the counts per ROI were selected after removing genes with 0 counts. The Q3 normalized counts were compared across the ROI and disease subtypes, using several approaches.

### Statistics.

Data were analyzed using the appropriate indicated statistical test (e.g., Student’s *t* test, Mann-Whitney test, Spearman correlation, or Kruskal-Wallis test) with Prism 8 (GraphPad Software). *P* < 0.05 was considered statistically significant.

### Study approval.

All murine experimental protocols were approved by the Yale IACUC (approval 2022-07801). Samples of human DLE and control healthy skin from excisions from archived FFPE tissue were obtained from the Yale Dermatopathology biorepository. Use of archived human FFPE tissue was approved by the Yale University Human Investigative Committee (approval 15010105235).

### Data availability.

The MRL/lpr bulk and single-cell RNA-Seq data are available in the National Center for Biotechnology Information Gene Expression Omnibus database under accession number GSE229407. The human DLE NanoString GeoMx Digital Spatial Profiling transcriptomics data are available on Mendeley Data (https://data.mendeley.com/datasets/ck9f9rkdvw/1). Values for all data points found in graphs are in the Supporting Data Values file.

## Author contributions

AJL, PMC, and JC conceptualized the study and wrote the manuscript; the methodology was devised by AJL, PMC, MDV, and RNK; AJL, PMC, MDV, RNK, JMM, JF, JG, and FIM conducted the investigations; AJL and MDV performed masked clinical scoring of murine skin lesions; JMM performed masked histopathologic scoring of murine skin lesions; JC reviewed and edited the manuscript and supervised the study; JC, AJL, and MV were responsible for funding acquisition; and JC and JMM provided resources.

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
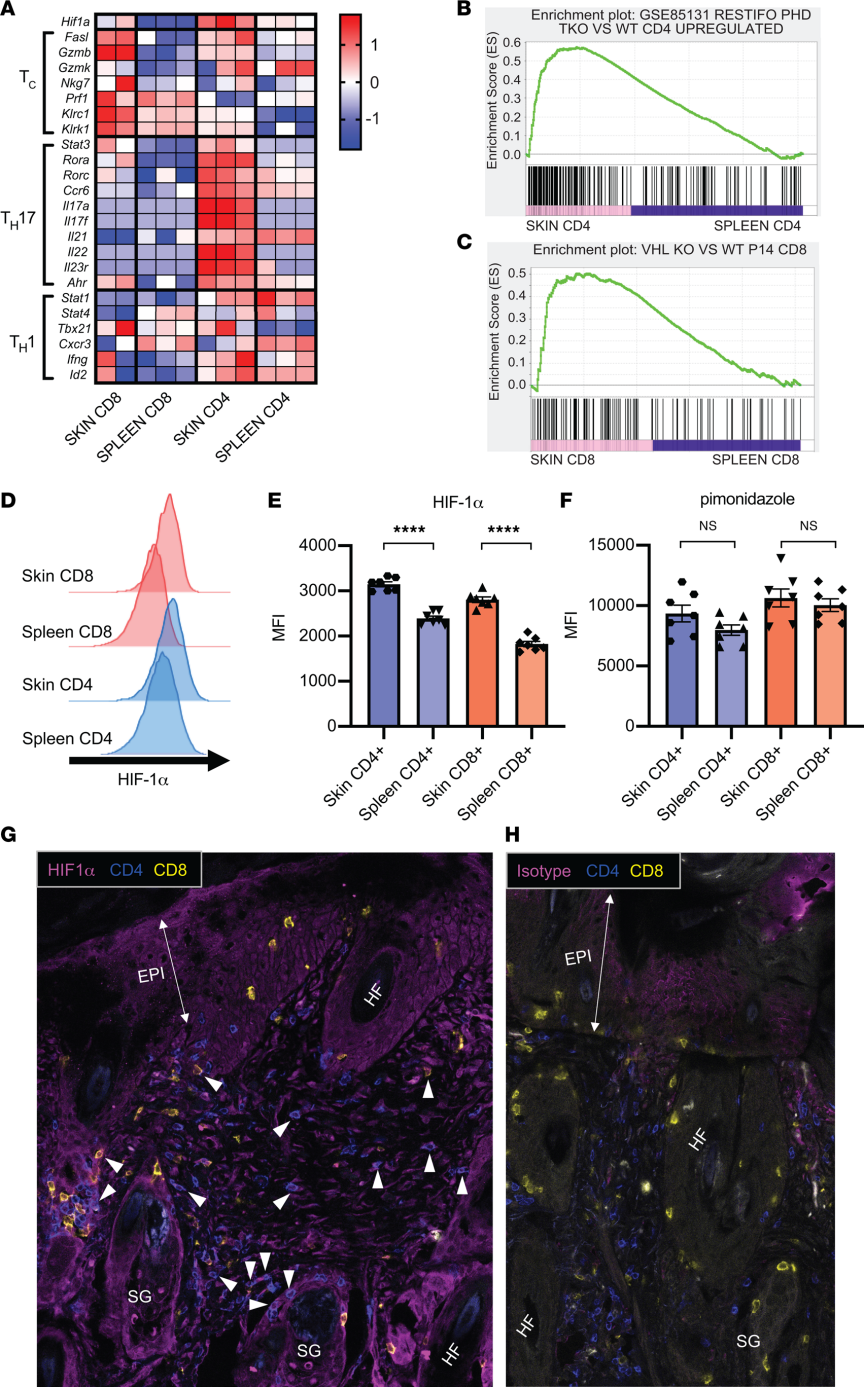
Skin-infiltrating T cells show dominant HIF-1 transcript and protein signatures. (**A**) Heatmap indicating differential expression of cytotoxic T, Th17, and Th1 cell markers between CD4^+^ and CD8^+^ skin-infiltrating and splenic T cells. Data show 2 or 3 biological replicates. (**B**) Gene set enrichment analysis (GSEA) plots comparing gene signatures of skin-infiltrating with splenic CD4^+^ T cells based upon the hypoxia signature generated by comparing triple prolyl-hydroxylase–knockout (PHD-KO) CD4^+^ with WT CD4^+^ T cells (17). (**C**) GSEA plots comparing gene signatures of skin-infiltrating with splenic CD8^+^ T cells based upon the hypoxia signature generated by comparing VHL tumor suppressor KO CD8^+^ T cells with lymphocytic choriomeningitis virus–specific P14 T cell receptor transgenic CD8^+^ T cells taken from virally infected mice (9). (**D** and **E**) Representative data and summary of HIF1α staining of splenic versus skin-infiltrating CD4^+^ and CD8^+^ T cells isolated from the skin of MRL/lpr mice 20 to 22 weeks old. (**F**) Pimonidazole staining of splenic vs. skin-infiltrating CD4^+^and CD8^+^ T cells isolated from the skin of MRL/lpr mice 20 to 22 weeks old. Representative of 2 experiments, *n* = 6–7 animals per group. (**G** and **H**) IF images of MRL/lpr diseased skin stained for HIF1α (**G**) or isotype control (**H**) (magenta), CD4 (blue), and CD8 (yellow). White arrowheads indicate HIF-1–expressing CD4^+^ or CD8^+^ T cells. Representative of 7 total sections from 2 mice (see Supplemental Figure 2). Data shown are mean ± SEM. Statistical analysis by 2-tailed paired Student’s *t* test (**E** and **F**). ****P < 0.0001. EPI, epidermis; SG, sebaceous gland; HF, hair follicle.

**Figure 2:**
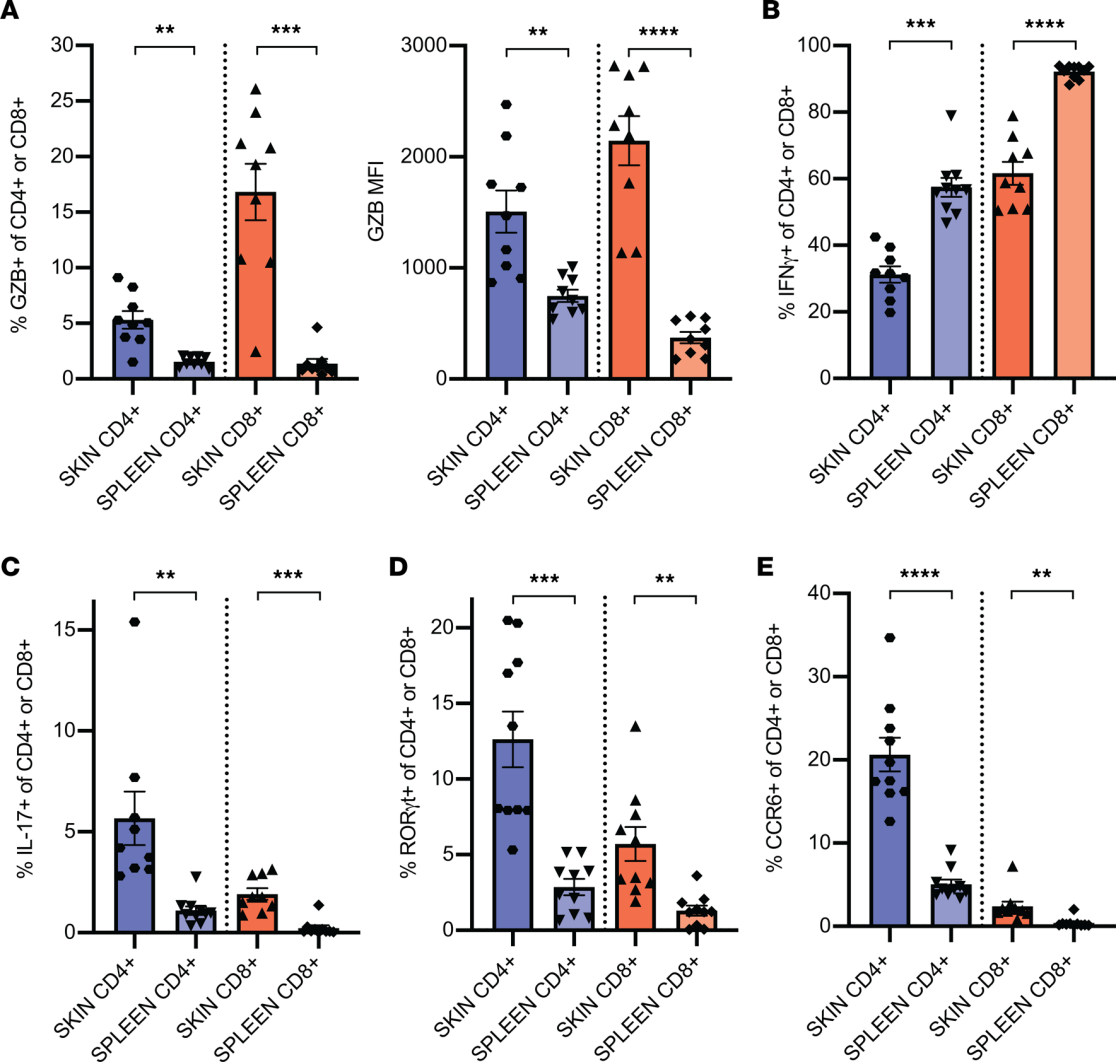
Skin-infiltrating T cells demonstrate activated cytotoxic and Th17 phenotypes. (**A**) Percentage of positive (left) and MFI (right) of granzyme B^+^ (GZB^+^) of activated (CD44^hi^) skin-infiltrating vs. splenic CD4^+^ and CD8^+^ T cells isolated from 20- to 22-week-old MRL/lpr mice after stimulation with PMA/ionomycin for 4 hours after isolation. (**B**) Percentage of IFN-γ^+^ cells of CD44^hi^ skin-infiltrating or splenic CD4^+^ and CD8^+^ T cells after stimulation, as in **A**. (**C**) Percentage of IL17^+^ cells of CD44^hi^ skin-infiltrating or splenic CD4^+^ and CD8^+^ T cells after stimulation as in **A**. (**D**) Percentage of RORγt^+^ cells of CD44^hi^ skin-infiltrating vs. splenic CD4^+^ and CD8^+^ T cells isolated as in **A**. (**E**) Percentage of CCR6^+^ cells of CD44^hi^ skin-infiltrating vs. splenic CD4^+^ and CD8^+^ T cells isolated as in **A**. *n* = 8–10 mice in 2 experiments. Data are mean ± SEM. Statistical analysis by 2-tailed paired Student’s *t* test. **P < 0.01, ***P < 0.001, ****P < 0.0001.

**Figure 3:**
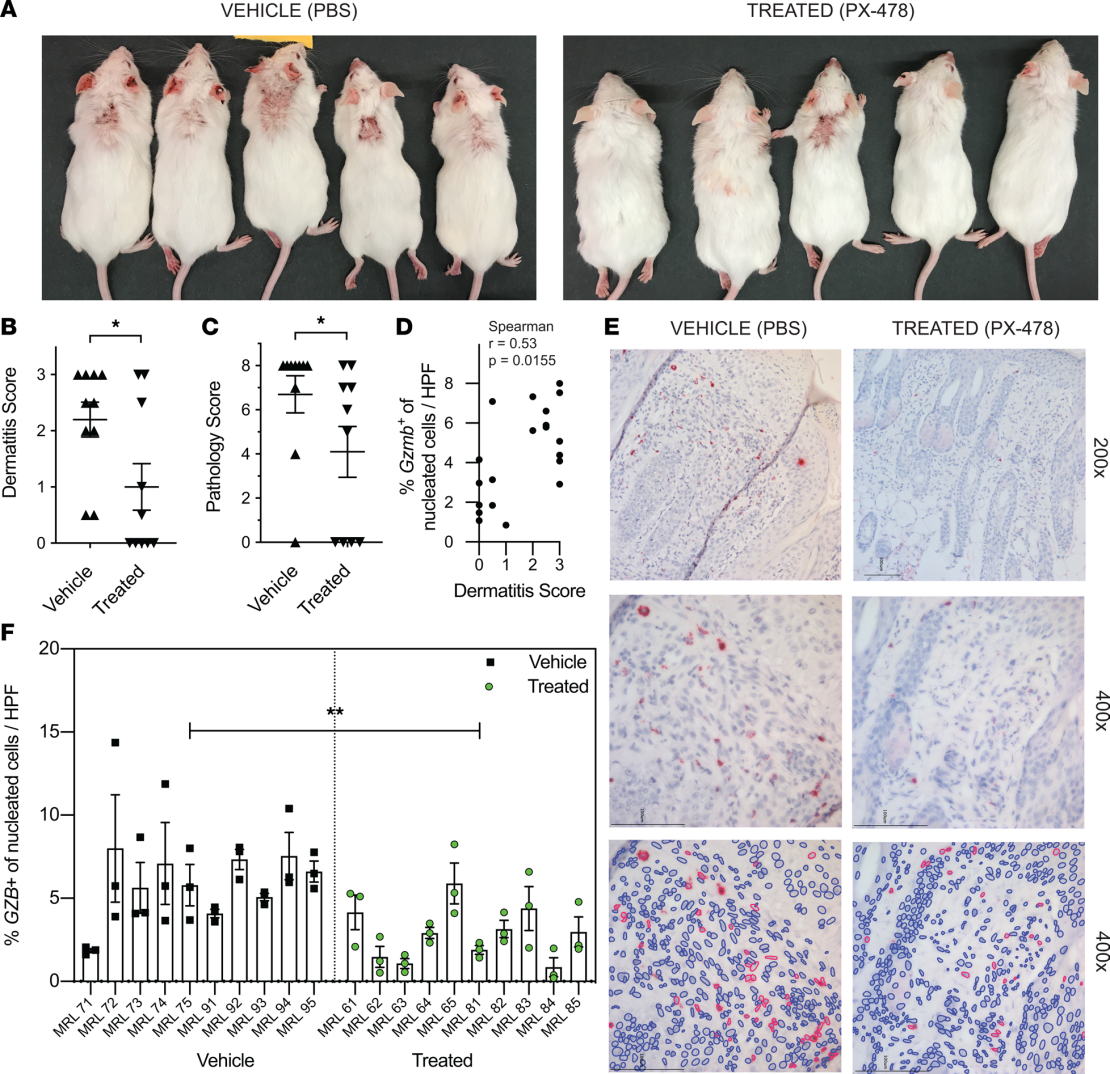
HIF1α inhibition abrogates cutaneous disease and reduces cytotoxic activity in diseased MRL/lpr skin. (**A**) Representative images of clinical disease in 20-week-old MRL/lpr mice after 4 weeks of treatment with either PX-478 or PBS. (**B**) Dermatitis scores at 20 weeks for mice treated as in **A** (*n* = 10 for each group). (**C**) Histopathology damage score (see Methods) of diseased interscapular skin at age 20 weeks for mice treated as in **A** (*n* = 10 for each group). (**D**) Association between clinical disease (dermatitis score) and percentage *Gzmb*^+^ cells per high-power field (HPF) by RNA ISH in 20-week-old MRL/lpr mice treated as in **A**. (**E**) Representative images of RNA ISH for *Gzmb* in 20-week-old MRL/lpr mice after 4 weeks of treatment with either PBS (vehicle) or selective HIF1a inhibitor PX-478 (treated). (**F**) Quantification of percentage *Gzmb*^+^ cells per HPF by RNA ISH in 20-week-old MRL/lpr mice treated as in **A** (3 HPFs per mouse; *n* = 10 mice for each group). Data shown are mean ± SEM. Statistical analysis by 2-tailed Mann-Whitney test (**B** and **C**), Spearman’s correlation (**D**), or nested, 2-tailed unpaired Student’s *t* test (**F**). *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 4:**
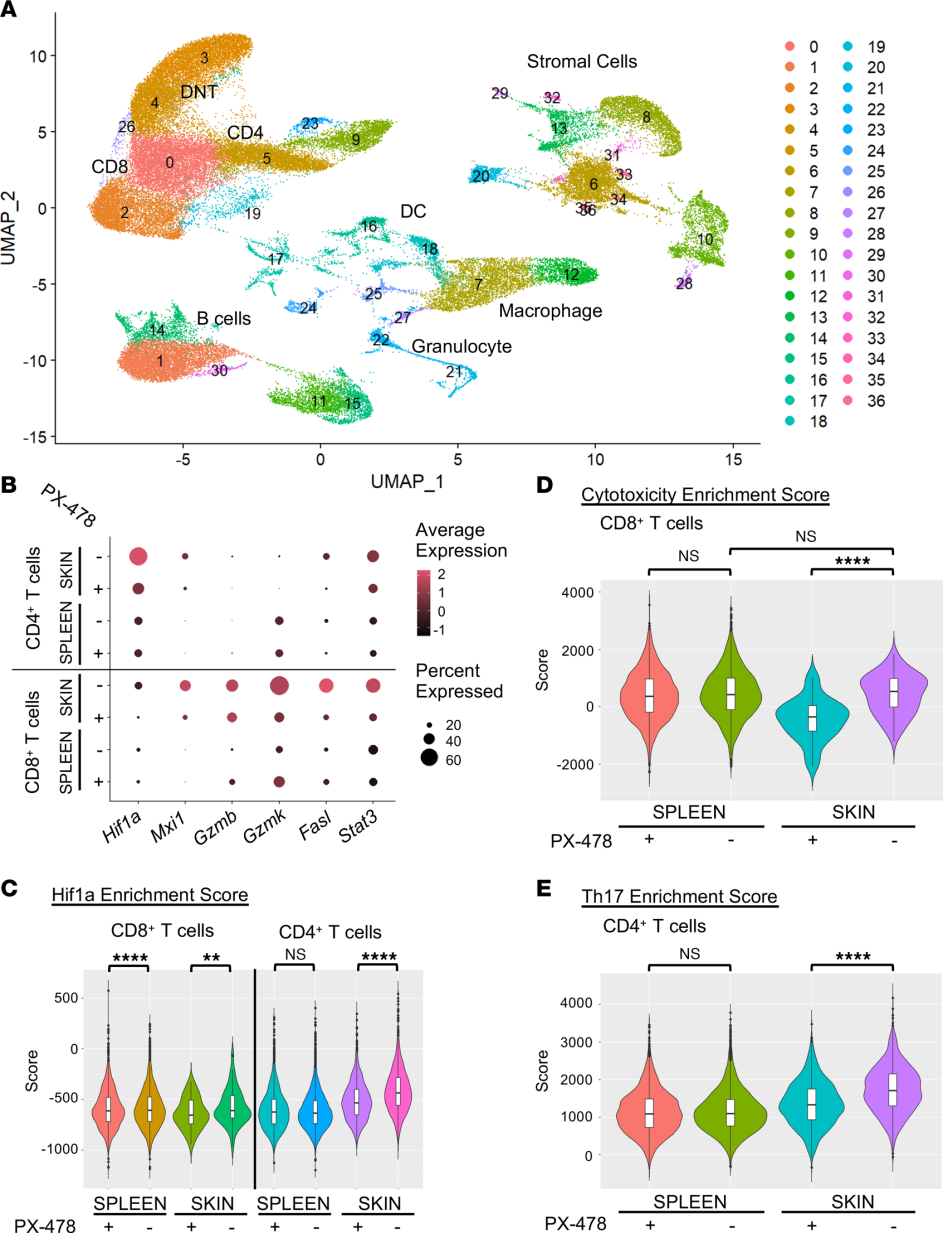
HIF1α inhibition reduces *Hif1a* and cytotoxic activity in CD8^+^ T cells isolated from diseased MRL/lpr skin. (**A**) Combined uniform manifold approximation and projection (UMAP) plot of single-cell RNA-Seq data derived from cells isolated from the skin or spleen of 20-week-old MRL/lpr mice after 5 days of treatment with either PBS (vehicle) or selective HIF1a inhibitor PX-478 (treated). Cluster identities were determined using the cluster identity predictor (CIPR) package in *R* and verified by manual review of cell type–specific transcripts by cluster (see Methods). (**B**) Dot plot demonstrating normalized expression level (average expression) and percentage of cells expressing selected genes in CD4^+^ or CD8^+^ T cell clusters, separated by organ of origin (skin vs. spleen) and treatment group (PBS vs. PX-478). (**C**) HIF1A enrichment score for CD8^+^ (left) and CD4^+^ (right) T cells, separated by organ of origin and treatment group. (**D**) Cytotoxicity enrichment score for CD8^+^ T cells, separated by organ of origin and treatment group, as in **C**. (**E**) Th17 enrichment score for CD4^+^ T cells, separated by origin of cells and treatment group, as in **C**. Pooled data from *n* = 4 mice per treatment group. Statistical analysis by Kruskal-Wallis test. **P < 0.01, ****P < 0.0001.DNT, double-negative T cells; SPL, spleen.

**Figure 5:**
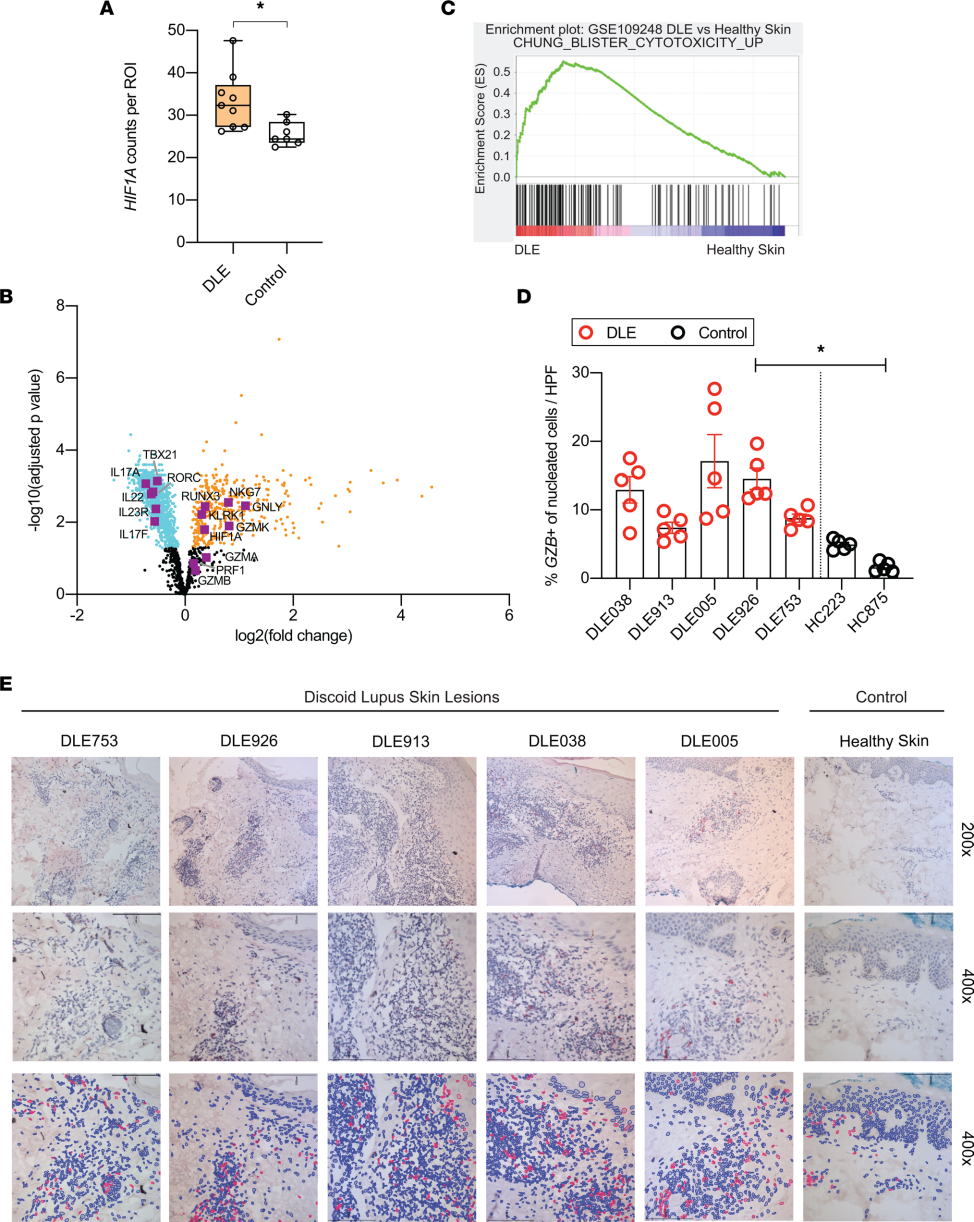
Human DLE demonstrates expression of HIF1α and cytotoxic molecules, including granzyme B, in the DLE lymphocytic infiltrate. (**A**) Normalized *HIF1A* expression per ROI in DLE or normal control skin (*n* = 3 patients; *n* = 3 ROIs per patient), as characterized by NanoString GeoMx Digital Spatial Profiling. ROIs were selected to include T cell–rich infiltrate. (**B**) Volcano plot of NanoString DSP transcripts significantly (*P* < 0.05) upregulated (orange), downregulated (cyan), or not different (black; *P* > 0.05) in DLE vs. healthy control skin. Genes of interest are highlighted in purple. (**C**) GSEA comparing gene signatures from 6 DLE samples with 14 healthy skin samples (GSE109248) (25) based on the cytotoxicity signature generated from comparison of blister fluid with PBMCs from patients with Stevens–Johnson syndrome/toxic epidermal necrolysis (26). (**D** and **E**) Representative data and summary of granzyme B (red) RNA ISH in FFPE DLE and healthy skin detected by RNAScope-RED Assay, ×200 and ×400 original magnification (top, middle panels). Quantified with QuPath (lower panel) (*n* = 5 DLE, *n* = 2 healthy control samples). Statistical analysis by nested, unpaired, 2-tailed *t* test. *P < 0.05.

**Figure 6:**
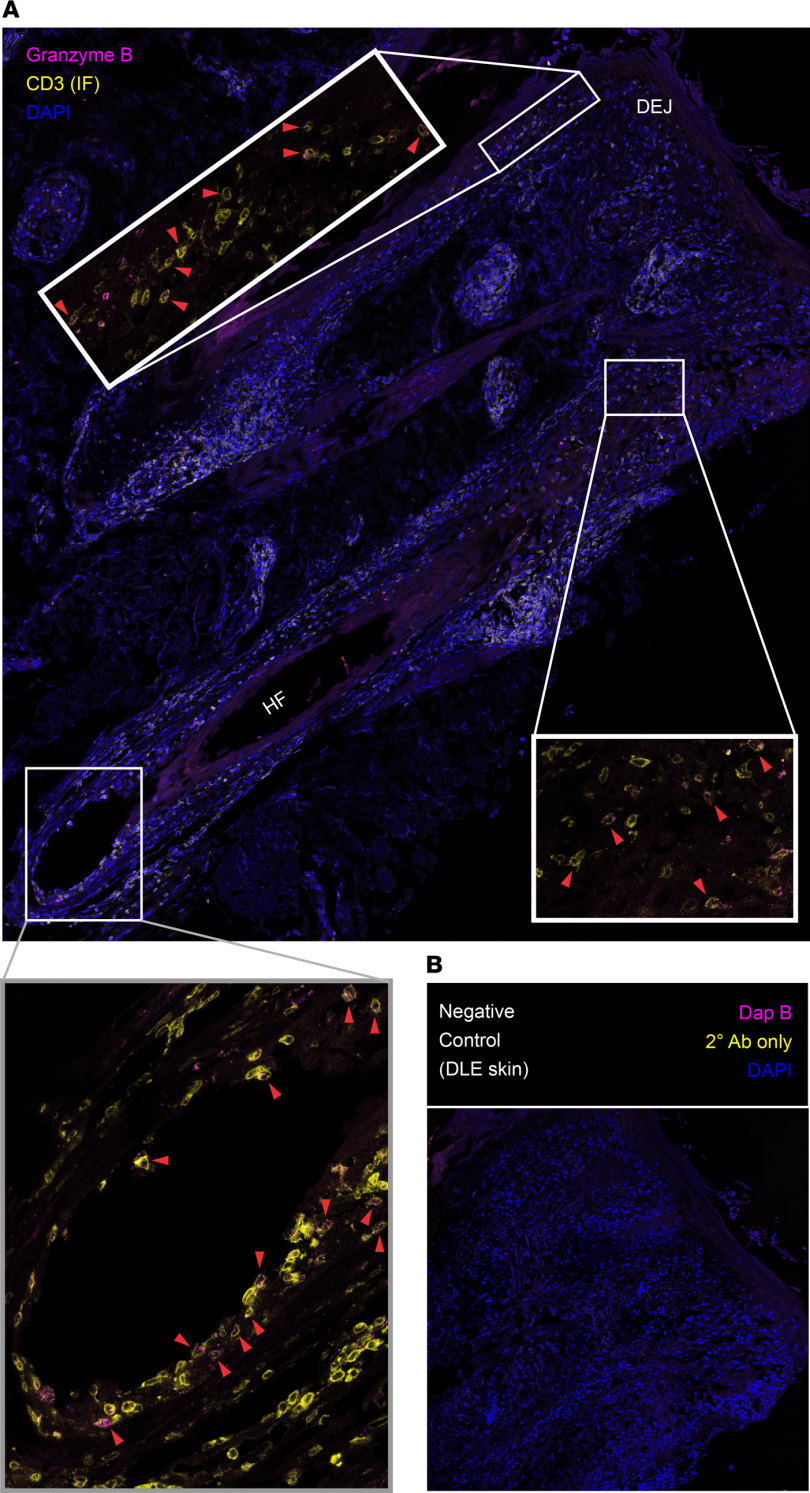
T cells in human DLE express granzyme B at sites of skin tissue damage. (**A**) RNA FISH with simultaneous IF protein detection (FISH-IF) shows granzyme B (pink) transcript in T cells expressing surface CD3 (yellow) in FFPE DLE skin with DAPI-stained nuclei (blue) detected by RNAScope Multiplex Fluorescent V2 Assay at ×400 original magnification (top panel), with enlarged insets of infiltrates at the DEJ and perifollicular areas identifying *GZMB*^+^CD3^+^ T cells (red arrowhead); insets shown without DAPI for clarity. (**B**) RNA FISH-IF negative control in FFPE DLE skin stained for bacterial transcript *Dap B* (pink), secondary Ab only (yellow), and DAPI-stained nuclei (blue). Representative of 3 cases of DLE. HF, hair follicle.

How the deposited data were processed for this re-analysis (not part of the article)

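The values come from 1 table of the authors, with a row for each of 21926 genes. The authors aligned paired-end reads to mm9 with STAR 2.5.3 and TopHat 2.1.0 on the Partek Flow platform and compared 4 groups of libraries with DESeq2. The quantifier, the annotation, the filters and the design formula are not given in the sources used here. The total counts that the authors deposited are a signal summed over libraries, with 1 value per gene: gene counts divided by size factors. The fold changes that the authors deposited are signed ratios of group means. The p-values that the authors deposited are unadjusted values of a Wald test for each gene, each beside its Benjamini-Hochberg adjusted p. No values per library were used, and reads per library are not given in the sources used here, so depth is known only as the totals.

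What was computed from these values is as follows. The totals, the 4 fold changes and the library numbers of 3, 3, 2 and 3 give each gene's group means. The SE of a log2 fold change is its size over the normal quantile of its p-value, and SEs and means give the dispersion between libraries. These steps rest on 1 model of 4 groups with no other term, which the table bears out. The 4 log2 fold changes close around their loop to 2.40e-14. For the 632 genes with a total above 50000, the squared SE in CD8+ over that in CD4+ T cells had a median of 1.25, the value expected from the library numbers. For the 11805 genes with a total above 500, dispersions from different comparisons had ratios between 0.993 and 1.02 (percentiles 5 and 95). The adjusted p of the table equal a Benjamini-Hochberg adjustment over the genes that have one. The smallest totals with an adjusted p were 61.3, 52.7, 82.8 and 70.9 in the 4 comparisons, and genes without one were left out. The difference between the changes in CD8+ and CD4+ T cells was tested with a normal statistic from both SEs, with adjustment over 17219 genes.

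The 34 gene lists were written before the data were examined, as were the threshold of adjusted p under 0.05, the alternatives called planned and the rule for naming genes. That plan assumed another unit, counts per library, and a quasi-likelihood test on them. The table holds comparisons instead, so the test was changed to fit it. Lists were tested with cameraPR of limma 3.58.1 on the signed statistics, at a preset correlation of 0.01, with adjustment over 68 tests in the 2 cell types and over 34 for the difference. Preranked GSEA used fgsea 1.28.0. R 4.3.3, python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used for the rest, and matplotlib 3.10.9 for figures.

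The genes named are those of Figure 1A with *Mxi1*, *Pdcd1* and *Tigit*, the 10 largest rises and 10 largest falls of each cell type, and the 4 members of a described list with the smallest adjusted p in each direction. The rule also takes the 5 largest differences between cell types in each direction, and *Cd4*, *Cd8a* and *Cd8b1* as a check of labels. The genes of Figure 1A had been seen in the paper's heatmap. Some genes that the rule names are not reported here. A part of the rule that asks for libraries without overlap could not be applied. Other list members that are named were chosen after their values were seen. *Cd8b1* had 10134 counts in skin and 22389 in spleen CD8+ T cells, against 124 and 146 in skin and spleen CD4+ T cells. Symbols are those of the table, and 16332 of them (74.5%) were found in the annotation that gave the mm9 coordinates.

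The steps were tested on simulated data. Counts were drawn for 11805 genes at their real means and spread, and 100 genes each were changed in skin CD8+ T cells by a log2 of 1 or 2. The test of the difference called 11 of 100 (11%) and 55 of 100 (55%), and 12 of 11575 unchanged genes (0.104%). For lists, the list raised by a log2 of 1 was called (1 of 1), and so were 0 of 200 lists simulated without a change. The spread was known in these draws. They do not test errors from a spread estimated on few libraries, from the normal distribution, from shared mice or from correlation within lists.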

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

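The tests of single genes between the cell types, of lists within each cell type, on the stress list and on the summed markers of other cells were chosen beforehand, and the tests of lists between the cell types, those with a t distribution or a preset correlation of 0.05 and those that weigh the other explanations were chosen only after the result was seen.

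The change between skin and spleen differed between CD8+ and CD4+ T cells for 1299 genes, 628 with the larger value in CD8+ and 671 with the larger value in CD4+ T cells. With a t distribution of 7 degrees of freedom, 3 genes passed. Lists differed between the cell types with adjusted p = 8.50e-20 for cell cycle genes, 8.98e-20 for inhibitory receptor and exhaustion genes, 1.04e-14 for lymphoid homing genes and 3.39e-10 for macrophage and dendritic cell markers. Regulatory T cell genes had adjusted p = 4.91e-10, respiratory chain genes 2.56e-04, residency genes 0.0154, cytotoxic genes 0.0252, fibroblast markers 0.0252 and T cell receptor signal genes 0.0360. At a preset correlation of 0.05 adjusted p was 0.142 for residency, 0.176 for cytotoxic, 0.142 for fibroblast and 0.196 for T cell receptor signal genes.

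Single genes differed in their log2 change, given as CD8+ minus CD4+ T cells with groups under 3 counts set to 3 counts. The difference was 1.54 for *Fasl*, 1.41 for *Gzmb*, 1.41 for *Prf1*, -1.74 for *Klrk1*, 4.93 for *Ahr*, 2.44 for *Mxi1*, 2.49 for *Pdcd1* and 2.99 for *Tigit*. Among the largest differences were *Serpina9* at 7.54, *Ptpro* at 11.02, *Vdr* at 8.87, *Clec10a* at 8.84 and *Adora3* at 7.99. In the other direction stood *5830411N06Rik*, a member of the γδ T cell list, at -12.50, *Sele* at -6.87, *Col6a4* at -6.21, *Ccr9* at -5.74 and *Yes1* at -6.93.

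Some lists that the paper does not report held many changed members in the authors' deposited table. In CD4+ and CD8+ T cells, 19 and 21 residency genes, 26 and 25 stress genes, 15 and 23 T cell receptor signal genes and 12 and 14 cholesterol synthesis genes were higher in skin. Of the same lists, 1 and 3 residency, 1 and 1 stress, 3 and 5 T cell receptor signal and 1 and 0 cholesterol synthesis genes were lower. Markers of other cells that were higher in skin numbered 21 and 21 for keratinocytes, 15 and 19 for fibroblasts, 11 and 23 for macrophages and dendritic cells, and 6 and 7 for mast cells and basophils. For endothelial cells they numbered 10 and 6, with 0 lower in each. Lower in skin were 9 and 18 homing genes, and 7 and 7 markers of B cells and plasma cells.

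*Hif1a* and HIF-1 targets outside glycolysis were higher in skin than in spleen T cells of both types, and skin alone was digested with enzymes at 37°C. Digestion may contribute, since 26 (68.4%) and 25 (65.8%) of the stress genes were higher in skin CD4+ and CD8+ T cells. RNA of other skin cells may contribute too, since their summed markers took 4.07 and 11.9 per 1000 counts there. Antibodies against CD3 and TCR-β are among the stains that the methods list. A gate on them would remove those other skin cells, yet their markers were counted in the sorted libraries. Each source was taken alone, as if it brought the whole rise of *Hif1a* by 1208 counts in CD8+ T cells. The values are therefore separate upper limits and do not add up. At that ratio of *Hif1a* to its markers, keratinocytes could bring at most 998 (518 to 1678) of the extra 3288 counts (95% interval 1859.9 to 5147, from 20000 draws) in CD4+ T cells. Fibroblasts could bring at most 548 (190.2 to 1141), and macrophages and dendritic cells at most 112 (-0.32 to 297). That ratio was not measured apart from these libraries, and for endothelial cells, whose summed markers differed little in CD8+ T cells, the value of 17150.1 has an interval of -85651 to 104068, so none of these sources is excluded. A response of the T cells to skin was not tested.

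*Il17a*, *Il17f* and *Il22* were counted in skin CD4+ T cells and in no other group. Counts spread evenly over 2 of the 3 skin CD4+ libraries would give dispersions of 6.49 for *Il17a*, 8.17 for *Il17f* and 6.91 for *Il22*. The implied dispersion was 11.0 for each. The lower values take the empty groups to add nothing to the fit. The authors' fit may set a least mean for such groups, which could raise these values, so 1 library cannot be told from 2. A candidate explanation is that the counts come from 1 of the 3 libraries, which places the dispersion at its ceiling of 11. A split of 49 to 1 between 2 libraries would give 8.69, 10.3 and 9.13 on the same terms. Whether 1 library held the counts, which one it was, and whether that mouse differed in its disease stay open.

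More genes differed between skin and spleen in CD8+ than in CD4+ T cells, by a ratio of 2.15, and of 4.52 with a t distribution of 7 degrees of freedom. Scaling is argued against, since the ratio was 2.16 with centered fold changes. The SEs behind the calls were larger, not smaller, in CD8+ T cells, by a median ratio of 1.12. The fit has a single dispersion per gene over all groups, so this ratio follows from the library numbers. It does not measure the spread of the CD8+ libraries, so whether their own precision plays a part cannot be told. Dilution by RNA of other skin cells would lower all genes of T cells alike. As the sole source of the falls of at least 2-fold (ratio 3.23) it is argued against. T cell lineage genes had a median log2 fold change of -0.21 (95% interval -0.46 to 0.33, lower quartile -0.51) in CD8+ T cells. Of 20 such genes, 4 were higher (*Zbtb7b*, *Cd28*, *Runx3* and *Cd3g*) and 4 lower (*Cd5*, *Trbc1*, *Cd3d* and *Cd247*). Whether a smaller dilution by such RNA took some falls past 2-fold was not tested. For the rises of at least 2-fold, with a ratio of 1.97, such RNA may contribute. The summed markers of other skin cells were 2.92 times as high in skin CD8+ as in skin CD4+ T cells. The stains that the methods list include antibodies against CD3 and TCR-β. A gate on them would remove other skin cells, yet markers of those cells were counted. A different state of splenic CD4+ and CD8+ T cells is another candidate explanation, since 69.6% of the 1299 genes had the larger difference between cell types in spleen.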

How the results depend on the processing

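The alternatives with centered fold changes, a total of at least 1000, the t distribution, a preset correlation of 0.05 and no genes with an empty group were chosen only after the data were seen, as was the lack of a filter for CD4+ against CD8+ T cells within spleen and within skin, and the other tests were planned. With a t distribution of 7 degrees of freedom, the genes past the threshold fell to 656 in CD4+ and 2962 in CD8+ T cells, to 3 for the difference of changes, and to 402 between cell types in spleen and 7 in skin. That distribution has heavier tails, which raises every p-value. At an adjusted p under 0.01, which is stricter by construction, 1719 genes passed in CD4+ T cells. The other alternatives gave counts within 1.5 times the reported ones, from 2017 to 2816 in CD4+ and from 4095 to 6091 in CD8+ T cells, and from 1160 to 1335 for the difference. Centered fold changes moved the split in CD8+ T cells from 56.6% to 46.3% higher, and the cause was not tested. Between skin and spleen *Hif1a* stayed past the threshold in each alternative run on it, with log2 fold changes from 1.60 to 1.68 in CD4+ and from 2.04 to 2.25 in CD8+ T cells, and its highest adjusted p was 0.0460 and 0.0118, whereas between the cell types in skin it had 0.222 with the t distribution. Lists past the threshold numbered 19 to 23 in CD4+ and 17 to 22 in CD8+ T cells. Over gene and list results together, 2143 and 310 were the same, 133 and 22 weaker and 10 and 8 stronger, and 0 changed direction past the threshold. No paired analysis was possible because the deposited table holds no values per library. For the same reason several tests chosen before could not be run: other normalizations, other models of counts, pseudocounts, filters per library, leaving out each library, fits of 2 groups, other splits of the samples, an estimated correlation and fry. Low totals limit what can be called, since no gene with a total under 52.7 had an adjusted p.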

Differences from the paper's values

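The tests on the paper's 6 Th1 markers and on the Th1 list were chosen beforehand. Those at a preset correlation of 0.05 and with a t distribution were chosen only after the result was seen. The paper states that skin-infiltrating CD4+ T cells did not show a Th1 phenotype. Of its 6 Th1 markers, *Tbx21* was higher and *Cxcr3* lower in the authors' deposited table. With a t distribution of 7 degrees of freedom neither passed, with adjusted p = 0.0879 for *Tbx21* and 0.156 for *Cxcr3*. Those 6 together had a median log2 fold change of 0.01 and adjusted p = 0.876 from camera, which placed them below the other genes. Of a broader list of 19 Th1 genes, 7 were higher and 1 lower. Its adjusted p was 9.36e-04 from camera, 0.0124 at a preset correlation of 0.05 and 0.00648 from preranked GSEA. Among the 7, *Il2* had adjusted p = 0.0830 with the t distribution. *Il2* is also in the T cell receptor signal list, and *Cxcr6*, another of the 7, is also in the residency list. The broader list was not tested without shared genes. *Ifng* did not pass the threshold in the authors' deposited table. By flow cytometry, the paper reports lower percentages of IFN-γ+ cells among stimulated skin than splenic CD4+ and CD8+ T cells.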

Other observations

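The list tests within each cell type and the tests of single genes between them were planned, and the list tests between the cell types and those at a preset correlation of 0.05, with a t distribution or without genes that have an empty group were chosen only after the result was seen. Genes of inhibitory receptors and exhaustion separated the cell types. *Lag3*, an inhibitory receptor, had mean normalized counts of 2539 in skin against 7028 in spleen CD4+ T cells and 13977 against 3323 in CD8+ T cells, with log2 fold changes of -1.47 and 2.07 that differed with adjusted p = 1.72e-15. *Tox*, a regulator of exhausted T cells, had -0.29 (SE 0.21) and 2.12 (SE 0.24), and *Pdcd1*, which encodes PD-1, had 0.47 (SE 0.34) and 2.96 (SE 0.38). Of 18 genes, 3 were higher and 4 lower in skin CD4+, and 12 higher and 0 lower in skin CD8+ T cells, in the authors' deposited table (3, 5, 13 and 0 adjusted over the list alone). The list had adjusted p = 0.894 in CD4+ T cells, where its median log2 fold change of -0.28 and its test differ in sign, and 1.12e-12 in CD8+ T cells. Cell cycle genes parted in the same way. *Ccnb1*, which encodes cyclin B1, had log2 fold changes of -1.22 and 1.04, and *Rrm2*, which makes deoxyribonucleotides, had 0.30 and 2.63. Of 36 cell cycle genes, 0 were higher and 6 lower in skin CD4+, and 24 higher and 0 lower in skin CD8+ T cells, in the authors' deposited table, with the same counts adjusted over the list alone. Their adjusted p was 0.00581 in CD4+ (0.0660 at a preset correlation of 0.05) and 3.45e-07 in CD8+ T cells. With a t distribution of 7 degrees of freedom, *Ccnb1* had adjusted p = 0.0713 and 0.0705. Macrophage and dendritic cell markers also rose more in CD8+ T cells (adjusted p = 3.39e-10 from camera for the difference). From spleen to skin they went from 1.30 to 2.41 per 1000 normalized counts in CD4+ and from 0.487 to 9.56 in CD8+ T cells. Which cells the exhaustion and cell cycle transcripts come from was not tested.

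Cholesterol synthesis genes were higher in skin in both cell types. *Sqle*, an early enzyme of the sterol branch, had log2 fold changes of 1.49 (SE 0.36) and 2.94 (SE 0.41), and *Insig1*, a sensor of sterols, had 1.74 (SE 0.37) and 3.02 (SE 0.41). Of 21 genes, 12 were higher and 1 lower in CD4+, and 14 higher and 0 lower in CD8+ T cells, in the authors' deposited table (13, 1, 15 and 0 adjusted over the list alone). In CD4+ T cells *Sqle* and *Insig1* had adjusted p = 0.0763 and 0.0539 with a t distribution of 7 degrees of freedom. The list had adjusted p = 1.25e-05 and 1.23e-05, and 0.131 for the difference. Markers of other skin cells rose in the same comparisons, from 1.46 to 4.07 per 1000 normalized counts in CD4+ and from 0.583 to 11.9 in CD8+ T cells, and so did *Elovl3*, a lipid synthesis gene of skin, with mean normalized counts of 5207 in skin CD4+ and 3487 in skin CD8+ T cells and none in spleen. Which cells the cholesterol synthesis transcripts come from was not tested. Of 39 respiratory chain genes, 0 were higher and 0 lower in skin CD4+, and 1 was higher and 18 lower in skin CD8+ T cells, in the authors' deposited table (0, 0, 1 and 19 adjusted over the list alone). *Uqcrh*, a subunit of complex III, had log2 fold changes of -0.50 (SE 0.34) and -1.92 (SE 0.38), a difference with adjusted p = 0.0637. The list had adjusted p = 0.0607 in CD4+ T cells from camera and 0.00846 from preranked GSEA, and 1.42e-05 in CD8+ T cells. Of 23 regulatory T cell genes, 6 were higher and 2 lower in CD4+, and 15 higher and 1 lower in CD8+ T cells, in the authors' deposited table (7, 2, 17 and 2 adjusted over the list alone). *Ctla4*, an inhibitory receptor of regulatory and activated T cells, had log2 fold changes of 2.70 (SE 0.30) and 3.78 (SE 0.34). The regulatory list had adjusted p = 0.175 in CD4+ (0.0210 without genes that have an empty group) and 2.75e-08 in CD8+ T cells. It shares *Ctla4*, *Ikzf2*, *Tigit* and *Tnfrsf9* with the exhaustion list. With the T cell receptor signal list it shares *Il2ra*, *Tnfrsf4* and *Tnfrsf9*, and with the residency list *Itgae* and *Tigit*. The regulatory list was not tested without these genes, so it is not a signal separate from those lists.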
